# Expression analysis of lung miRNAs responding to ovine VM virus infection by RNA-seq

**DOI:** 10.1186/s12864-018-5416-0

**Published:** 2019-01-18

**Authors:** Martin Bilbao-Arribas, Naiara Abendaño, Endika Varela-Martínez, Ramsés Reina, Damián de Andrés, Begoña M. Jugo

**Keywords:** Visna-Maedi, miRNAs, RNA-seq, Host-virus interaction, Differential expression

## Abstract

**Background:**

MicroRNAs (miRNAs) are short endogenous, single-stranded, noncoding small RNA molecules of approximately 22 nucleotides in length. They regulate gene expression posttranscriptionally by silencing mRNA expression, thus orchestrating many physiological processes. The Small Ruminant Lentiviruses (SRLV) group includes the Visna Maedi Virus (VMV) and Caprine Arthritis Encephalitis (CAEV) viruses, which cause a disease in sheep and goats characterized by pneumonia, mastitis, arthritis and encephalitis. Their main target cells are from the monocyte/macrophage lineage. To date, there are no studies on the role of miRNAs in this viral disease.

**Results:**

Using RNA-seq technology and bioinformatics analysis, the expression levels of miRNAs during different clinical stages of infection were studied. A total of 212 miRNAs were identified, of which 46 were conserved sequences in other species but found for the first time in sheep, and 12 were completely novel. Differential expression analysis comparing the uninfected and seropositive groups showed changes in several miRNAs; however, no significant differences were detected between seropositive asymptomatic and diseased sheep. The robust increase in the expression level of oar-miR-21 is consistent with its increased expression in other viral diseases. Furthermore, the target prediction of the dysregulated miRNAs revealed that they control genes involved in proliferation-related signalling pathways, such as the PI3K-Akt, AMPK and ErbB pathways.

**Conclusions:**

To the best of our knowledge, this is the first study reporting miRNA profiling in sheep in response to SRLV infection. The known functions of oar-miR-21 as a regulator of inflammation and proliferation appear to be a possible cause of the lesions caused in the sheep’s lungs. This miRNA could be an indicator for the severity of the lung lesions, or a putative target for therapeutic intervention.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5416-0) contains supplementary material, which is available to authorized users.

## Background

The Small Ruminant Lentiviruses (SRLVs) are in a group of RNA viruses in the lentivirus genus that infect cells of the monocyte/macrophage lineage from sheep and goats. This infection causes progressive inflammatory lesions in the lungs, brain, mammary glands and joints that are characterized by lymphoid hyperplasia, interstitial infiltration of mononuclear cells and interstitial pneumonia. Visna/Maedi disease (VM) has a great economic importance derived from decreased animal production and increased replacement rates [1]. Infection is present in most countries that raise sheep but the impact on production and animal welfare is affected by breed [2] and flock management [3].

Not every infected animal shows the disease due to the importance of the host genetic background [4]. In genetic association studies several molecules have been shown to be related to VMV infection: Toll like receptors (TLRs), antiviral proteins (APOBEC family, TRIM5alpha, tetherin), and cytokines (among others) [5, 6]. To our knowledge, microRNAs (miRNAs) have not been analyzed in relation to this viral disease.

miRNAs are a class of noncoding endogenous RNAs of approximately 22 nucleotides that regulate gene expression posttranscriptionally. By binding to mRNA molecules and with the help of the RNA-induced silencing complex (RISC), they can silence or cleave mRNA molecules [7]. They are one of the most abundant gene expression regulators and have an effect on phenotypic variations in domestic animals [8]. Several studies have identified miRNAs in various sheep breeds, although miRBase 21 includes only 106 miRNA precursors and 153 mature sequences (January 2018). Regarding tissue types that have been previously studied, most of the work has focused on muscle quantity, wool quality, fertility and fat deposition [9–12] with little attention to animal health and welfare.

Viruses exploit host gene pathways to accomplish their basic biological processes, from transcription to protein synthesis, thus, ensuring their own survival. MicroRNA levels can be altered due to the host’s own immune response modulation [13]; however, viruses can also modulate the expression of host genes to avoid detection by the immune system or to modify cell survival pathways [14]. Furthermore, it has been proposed that host miRNAs can directly target RNA viruses either cleaving them or stabilizing them [15]. Another way that miRNA expression may change involves virally encoded miRNAs [16].

The aim of this study was to uncover the host mechanisms that are associated with VM disease in sheep. To this end, the cellular miRNAs differentially expressed at different stages of infection were identified, and information about involved genes, the mechanisms, and relevant pathways was inferred via bioinformatics analyses. These predictions could also contribute to uncover the roles of miRNAs in host-virus interactions.

## Methods

### Animals

Thirty Rasa Aragonesa adult (3 to 6 years) ewes were included in this study, in different stages of a natural infection of VMV. The samples were obtained from different commercial flocks in the routine of the Veterinary Faculty (University of Zaragoza) in the framework of the national research project ref. AGL2010–22341-C04–01. The complete experimental procedure was approved and licensed by the Ethical Committee of the University of Zaragoza (ref: PI09/10). Animals were euthanized by an intravenous injection of a barbiturate overdose (Dolethal®, Vetoquinol, Spain) and exsanguinated.

Animals were classified attending to their VMV infection status (seronegative or seropositive) using an Enzyme-Linked ImmunoSorbent Assay (ELISA) (ELITEST, Hyphen), and the clinical outcome (asymptomatic and diseased). For RNA-seq analysis, a total of 15 animals were included: Five animals were seronegative for VMV (seronegative group), five of the animals tested seropositive for VMV but did not show clinical symptoms (seropositive asymptomatic group) and, the remaining five animals were seropositive and had lung lesions (lesions group). For validation of the sequencing data 15 different animals were included (5 seronegative, 5 seropositive asymptomatic and 5 with pulmonary lesions) (Table 1).

**Table 1:** Samples used in RNA-seq and RT-qPCR study

RNA-seq	
Status	Animals (15)
Pulmonary lesions	1P, 2P, 7P, 9P, 10P
Seropositive asymptomatic	8P, 11P, 12P, P19, 4
Seronegative	7,10,11, 13,14
RT-qPCR	
Status	Animals (15)
Pulmonary lesions	P21, P22, P24, P25,P26
Seropositive asymptomatic	1, 2, 3, 5, 6
Seronegative	12, P-13, P-14, P-15, P-16

### Tissue collection, RNA extraction and small RNA sequencing

A sample from lung was aseptically taken from each animal and preserved in RNAlater solution (Ambion, Austin, TX, USA) at −80 °C until used. Total RNA was isolated from lung tissue using Trizol (Invitrogen, Carlsbad, CA, USA) extraction. 60–70 mg tissue samples were homogenized in 1 ml of Trizol using Precellys®24 homogenizer (Bertin Technologies, Montigny le Bretonneux, France) combined with 1.4 and 2.8 mm ceramic beads mix lysing tubes (Bertin Technologies). After adding chloroform, RNA was precipitated from the upper aqueous phase with isopropanol, washed with ethanol, suspended in RNase free water and stored at − 80 °C. RNA quantity and purity was assessed with NanoDrop 1000 Spectrophotometer (Thermo Scientific Inc., Bremen, Germany). RNA integrity and concentration was assessed with the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

The small RNA libraries were generated with Illumina’s TruSeq small RNA library preparation kit following manufacturer’s instructions. Sequencing was performed in CNAG-CRG core facility (Barcelona, Spain), using an Illumina HiSeq 2500 instrument. Single-end sequencing with 50 bp read length was used for miRNAs.

### Prediction of miRNAs

The quality control was performed with fastQC and the following computational pipeline was followed (Fig. 1). Raw reads were analyzed with the sRNAbench web tool, which is included in the sRNAtoolbox collection of tools [17]. This program performed the preprocessing, mapping, expression profiling and novel miRNA prediction. Parameters were set to minimum read count of four, allowing one mismatch, with full read alignment and three species were selected to search for homologs: goat, cattle and mouse. After that, the prediction results of novel miRNAs were manually curated to remove repeated entries that just differed in one nucleotide and to give more updated miRNA names. Only miRNAs marked with high confidence by the program were selected for further analysis. Since the program only uses miRNAs present in miRBase, new predicted miRNAs that could had been previously described elsewhere were locally blasted against the whole RNAcentral database (http://rnacentral.org/) looking for perfect identity.

**Fig. 1:**
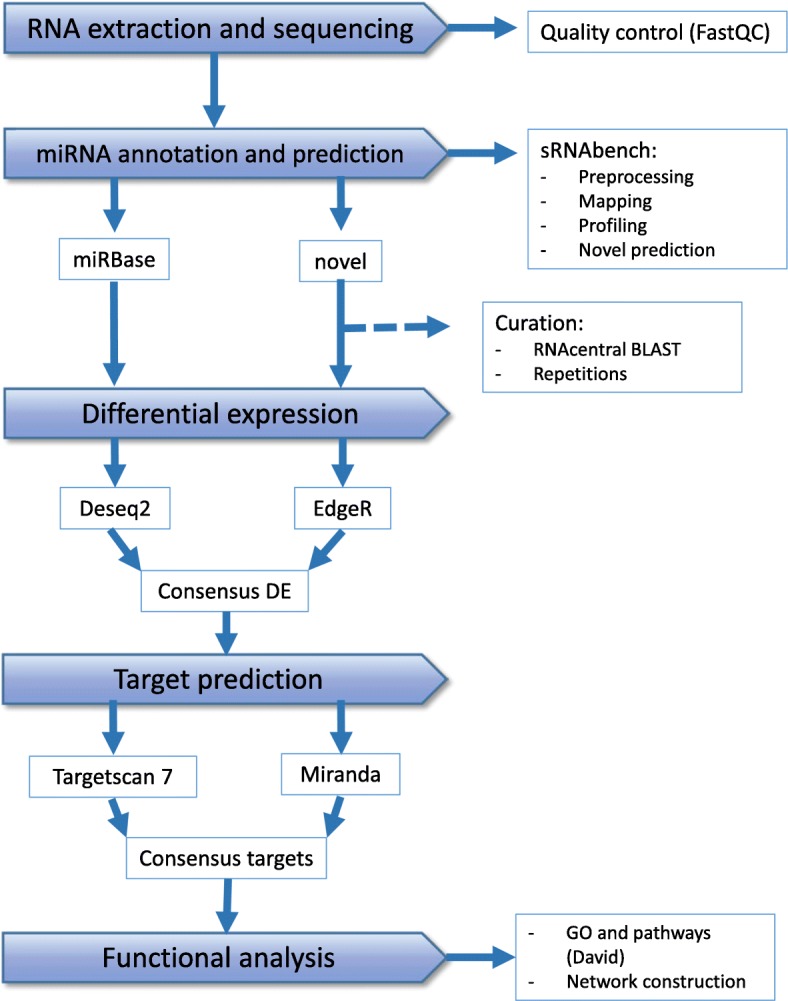
Computational pipeline of data analysis. The figure illustrates the four steps of the data analysis starting from the RNA extraction and sequencing: miRNA detection and prediction, differential expression, target prediction and functional analysis

### Differential expression

Before the differential expression analysis, the matrix of novel miRNAs was built excluding repeated miRNAs that mapped in different places, miRNAs that appeared in less than half of the samples and with counts lower than ten. This was done following common criteria in the field to perform a conservative analysis. In addition, it was performed a principal component analysis (PCA) (Additional file 1) to check the grouping of the samples with the DESeq2 Bioconductor R package (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). Three out of the 15 samples were excluded from further analysis - these outliers highly increased variability - leaving three groups with four samples each. DESeq2 results were plotted out as a heatmap with the Pheatmap function for R (https://cran.r-project.org/package=pheatmap). Differential expression analysis of both, known and novel miRNAs was performed with the sRNAde web tool included in the sRNAtoolbox collection [17]. DESeq2 and EdgeR were the methods used by the program. Three different comparisons were performed: Asymptomatic vs Seronegative, Lesions vs Seronegative and Lesions vs Asymptomatic. For a miRNA to be considered differentially expressed (DE), the adjusted *p* value was set to 0.05 and the absolute log_2_ expression fold change (FC) to one.

### Target prediction, gene ontology and pathway analysis

Target genes for each differentially expressed miRNA were predicted using TargetScan 7 [18] and miRanda – via the miRNAconstarget tool included in sRNAtoolbox [17] – algorithms. The 3’ UTR mRNA sequences of sheep for both programs were obtained from the multi-species alignment generated from human 3’ UTRs given by the authors of TargetScan. The threshold for this program was set to absolute context++ score > 1 and the thresholds for miRanda were set to a score higher than 155 and a free energy lower than -20 kcal/mol. The consensus targets predicted by both programs were selected.

Viral-targeting miRNAs in the ovine genome were also inferred by using 11 VMV (Visna Maedi Virus) and 5 Caprine Arthritis Encephalitis Virus (CAEV) complete sequences deposited in GenBank database. The program used was standalone miRanda [19].

In order to obtain biological information from the target genes of differentially expressed miRNAs, an enrichment analysis was performed. We built three sets of genes that interacted in our predictions with any of the DE miRNAs in each comparison. Pathway and gene ontology (GO) analysis were carried out with David (https://david.ncifcrf.gov/) web tool. For pathways, KEGG pathway terms were tested and Benjamini multiple test correction value of 0.05 was applied as a threshold. We used Cytoscape version 3.5.1 [20] to build functional networks merging interactions among miRNAs, target genes and enriched pathways. This way, we were able to visualise genes in the selected pathways that are being targeted by dysregulated miRNAs.

### RT-qPCR validation

To validate changes identified by RNA-seq experiment, the relative expression levels of 7 miRNAs (oar-miR-125b, oar-let-7b, oar-miR-181a, oar-miR-148a, oar-miR-21, oar-miR-30c, oar-miR-379-5p) selected based on significant changes seen in Lesions vs Seronegative comparison in the RNA-seq analysis, were verified by qPCR. The U6 snRNA, oar-miR-30d and oar-miR-191 were tested as internal standard controls and the last two were selected for their expression stability in our samples. Additional file 2 shows the list of the amplified miRNAs and the corresponding primer sequences. The expression study has been based on the analysis of miRNA expression with Fludigm’s BioMark HD Nanofluidic qPCR System technology combined with GE 48.48 Dynamic Arrays IFC. qPCR was performed on a BioMark HD System using Master Mix SsoFastTM EvaGreen® Supermix with Low ROX (Bio-Rad Laboratories, Hercules, CA, USA). The analysis of expression with the Fluidigm Biomark HD Nanofluidic qPCR system was performed at the Gene Expression Unit of the Genomics Facility, in the General Research Services (SGIKER) of the UPV/EHU.

The software for the real-time PCR analysis and obtaining of the Ct values was Fluidigm Real-Time PCR Analysis Software [v3.1.3]. PCR efficiency calculation and correction, reference miRNA stability analysis and normalization was done with GenEx software of MultiD [v5.4]. Most miRNAs showed high amplification efficiencies (94.43–99.65%). The stability of candidate reference miRNAs was analyzed using both NormFinder [21] and GeNorm [22] algorithms integrated in GenEx. The two most stable miRNAs were oar-miR-30d and oar-miR-191 so normalization was performed using these two reference miRNAs. Normal distribution was checked using the Shapiro-Wilk test in the IBM SPSS statistical package [v24]. Comparison and correlation between the RNA-seq and qPCR results was performed using T-test and Pearson’s correlation, respectively. In all analyses, differences were considered significant when *p* values were < 0.05.

## Results

### Small RNA sequencing and miRNA prediction

In the present study, the small RNAs from lung tissue of sheep with and without VMV infection were sequenced. 

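Lung RNA from 15 sheep was counted, 5 seronegative, 5 seropositive asymptomatic and 5 with lesions, with 1 library per animal. The values are whole-number read counts of 279 mature miRNA arms, which the authors made with sRNAbench on the sheep genome (Oar 3.1). Of these arms, 97 are named in miRBase and the others come from precursors that were predicted library by library. The paper excluded 3 libraries as outliers that highly increased variability, and its text does not name them. They were found from Table 2, by leaving out 1 library per group in every combination. Without seronegative animal 7, seropositive asymptomatic animal 4 and lesions animal 2P, log2 ratios of group mean counts scaled by DESeq2's size factors lay 0.00918 on average from the 22 DESeq2 values compared. The next closest combination lay 0.263 away, and the full set of 15 libraries lay 0.547 away. Values are given over the remaining 12 libraries of the paper and then over all 15, and the levels of animals 7, 4 and 2P are on the scale of the 15 libraries, which differs slightly from that of the 12. Counts relative to library size (CPM) were scaled by the trimmed mean of M values (TMM). The 3 groups entered 1 fit of edgeR's quasi-likelihood model, and p values were adjusted by the method of Benjamini and Hochberg over all tested miRNAs of a comparison. A miRNA was called differentially expressed (DE) at the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The test covered miRNAs with at least 10 counts in at least 4 of the 12 libraries, or in at least 5 of the 15, where 197 passed. The comparison over 15 libraries was fixed before the data were examined, and the one over the paper's 12 was added after them. Errors are the SD between animals for CPM and the standard error for a log2 fold change. This standard error was derived from the fold change and the F statistic of the quasi-likelihood test.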

The raw reads were high quality – only approximately 2% had Q scores below 30 – and the numbers of reads ranged from 22 to 8 million, with an average of 15 million reads. 

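Counted reads differed between the groups, with a median of 4089760 per library in seronegative animals, 9818548 in seropositive asymptomatic animals and 9438539 in animals with lesions (n = 5 each). The seronegative libraries ranged from 3220957 to 6422222 counts, the asymptomatic ones from 4723408 to 10585522 and those with lesions from 7015417 to 11198300. Among the libraries left out by the paper, animal 7 had 5330856 counts, animal 4 had 4723408 and animal 2P had 9438539. These are counts assigned to miRNA arms, not raw reads.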

The raw reads were analyzed by sRNAbench for miRNA prediction, trimmed the adapters in around the 95% of the reads in all the samples, and 85% of the preprocessed reads were successfully mapped to the sheep genome. The read-length distribution showed a clear peak between 21 and 23 nucleotides in all of the samples, where most of the reads were located.

Out of the mapping, the program could annotate 86 known sheep miRNAs from miRBase. 

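oar-miR-143, a miRNA of smooth muscle and fibroblasts, took 24.9% of all counts over the 15 libraries, and oar-miR-21 took 13.8%. oar-miR-26a followed with 8.56%, oar-miR-148a with 4.74%, oar-let-7i with 4.71% and oar-miR-30a-5p with 4.32%. The 10 most abundant miRNAs, which also include oar-let-7f, oar-let-7g, oar-let-7a and oar-miR-30d, together held 73.8% of the counts. In the libraries the paper left out, oar-miR-143 held 22.7% of the counts in animal 7, 27.5% in animal 4 and 37% in animal 2P. The 97 miRNAs named in miRBase held 94.3% of all counts, and 91 of them were counted in every library. Reads were assigned with 1 mismatch allowed, so close relatives such as the let-7 members and the miR-30 arms may share reads.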

All of the other reads that mapped to the genome, but that did not coincide with a miRBase miRNA were subjected to novel discovery tests, from which several new miRNAs arose. Some of these new miRNAs were apparently completely novel molecules, and others were found to be conserved in other species. After cleaning the output sequences and aligning them with RNAcentral, it was found that some were already annotated in sheep and that others had homologs in other species. 

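oar-mir-27-3p was the most abundant predicted arm, with a mean of 194900 counts over the paper's 12 libraries and 155900 over all 15. Of the predicted arms, 166 carry the name of a known miRNA and 16 are named as completely new, and only 2 were counted in every library. Each predicted precursor has 2 arms here, so these are not numbers of miRNAs like those of the paper. The arms of a predicted precursor were present or at 0 together: of 1365 pairs of a precursor and a library, 642 had both arms at 0, 0 had exactly 1 arm at 0 and 723 had neither at 0. The smallest count above 0 was 4, the authors' minimum read count. A total of 15 predicted arms stood at 0 in some library and at 10000 counts or more in another. In the plot of predicted arms at 0 by animal, the libraries the paper left out stand apart, with 176 arms at 0 in animal 7, 170 in animal 4 and 174 in animal 2P. The other 12 libraries lie between 44 arms at 0, in animal 8P, and 96, in animal P19. A predicted arm listed at 0 was therefore read as not called in that library, and no fold change is given for a group in which all libraries are at 0.

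**Figure D1:**
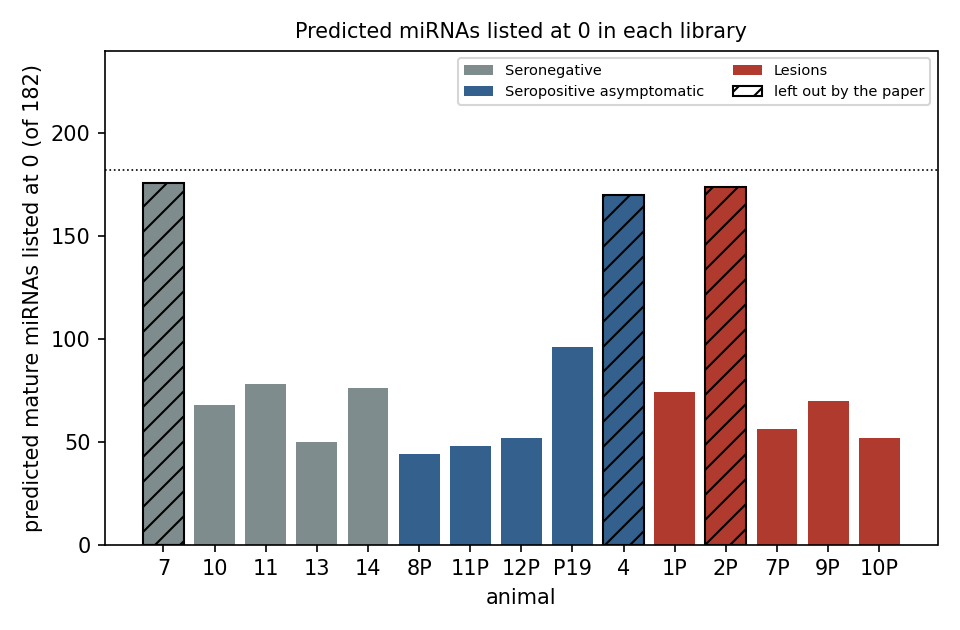
Number of predicted arms listed at 0 in each library, by group. Hatched bars mark animals 7, 4 and 2P, at 176, 170 and 174, and the other animals lie between 44 and 96.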

In total, 86 known miRNAs from miRBase, 68 known sheep miRNAs from other databases, and 58 miRNAs shown for the first time in sheep were found (Fig. 2b). Twelve miRNAs out of these 58 could not be considered ovine homologs of previously described miRNAs and were considered novel. The full list of the described miRNAs not present in miRBase is in Additional file 3. The novel miRNAs were named sequentially, but they were given the name of a homolog if one existed. 

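A mean count above 10000 was reached by 47 of 279 miRNA arms over the paper's 12 libraries, which is 16.8% (95% Wilson interval 12.9% to 21.7%). Of these, 38 are named in miRBase, among them oar-miR-143 and oar-miR-21. A mean count below 5 was found for another 47 arms, none of them named in miRBase. With animals 7, 4 and 2P included, 46 arms (16.5%, interval 12.6% to 21.3%) were above 10000 and 52 arms (18.6%, interval 14.5% to 23.6%) were below 5. The intervals treat the arms as a random sample, and cover neither read counting nor differences between animals.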

Regarding the expression levels, some miRNAs were much more abundant than others (Fig. 2a): the 13% most abundant miRNAs were above 10,000 counts, while the 29% least abundant miRNAs had fewer than five average counts. Furthermore, the miRNAs classified as novel or conserved had particularly low abundance, with only few of them having more than 1000 counts.

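oar-mir-27-3p was among 28 of 166 predicted arms with the name of a known miRNA that had a mean above 1000 counts over the paper's 12 libraries. None of the 16 completely new arms did, and the highest of them, novel30-3p, had a mean of 53.1 counts. Of the 97 miRBase miRNAs, 52 were above that level. Over all 15 libraries the numbers were 26 of 166 and 52 of 97, with novel30-3p at 44.2 counts. The median of the mean counts over 15 libraries was 2391 for miRBase miRNAs, 21.6 for predicted arms with a known name and 2.87 for completely new arms. All predicted arms together held 5.72% of the counts, and the completely new ones held 0.00232%.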

**Fig. 2:**
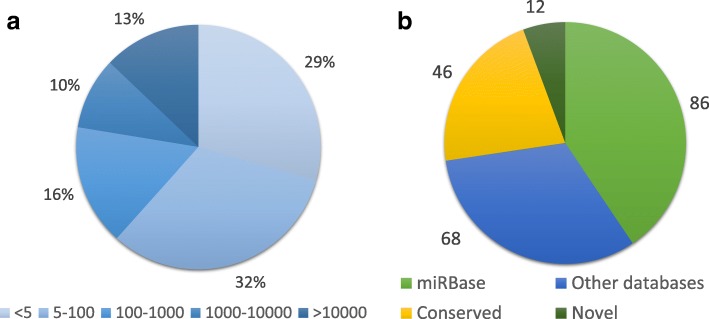
Statistics of RNA-seq and prediction data. **a** Average counts distribution of all the miRNAs detected and predicted. **b** Distribution of miRNAs according to previous knowledge about them

### Differentially expressed miRNAs

We made pairwise comparisons among the three sample groups. 

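Comparing both seropositive groups together with the seronegative animals, 38 miRNAs were DE over the paper's 12 libraries, 27 higher and 11 lower in the seropositive animals (80 at an unadjusted p under 0.05). oar-miR-29b, a member of the miR-29 family that targets collagen mRNAs, was higher with a log2 fold change of 2.03 (standard error 0.30, adjusted p = 0.00109, 4 seronegative against 8 seropositive animals). oar-miR-374a was higher by 1.41 (standard error 0.37, adjusted p = 0.0168), oar-miR-218a by 1.11 (standard error 0.29, adjusted p = 0.0166) and oar-miR-19b by 1.12 (standard error 0.28, adjusted p = 0.0134). Both arms of oar-mir-147 had counts in each of the 4 seronegative libraries and were listed at 0 in all 8 seropositive ones, with 15.9 ± 7.76 CPM for the 3p arm and 6.79 ± 2.52 for the 5p arm in the seronegative ones (SD). Neither arm reached 10 counts in seronegative animal 7 or in animal 4 or 2P, so neither was tested over 15 libraries. With animals 7, 4 and 2P included, 6 miRNAs were DE, 5 higher and 1 lower (51 at an unadjusted p under 0.05), and this split turned with the scaling, to 3 higher and 9 lower with library totals and 4 and 7 with totals without oar-miR-21, beside 3 and 2 with RLE size factors and 9 and 1 with oar-miR-30d and oar-miR-191 as references. The 6 with TMM were oar-miR-21, oar-miR-29b (1.70, standard error 0.41, adjusted p = 0.0233), oar-miR-200a, oar-miR-148a, oar-miR-143 and, lower, oar-miR-125b. Their oar-miR-29b levels were 238.4 CPM in animal 7, 136.3 in animal 4 and 487.5 in animal 2P, beside 60.6 to 134.7 on the same scale in the 4 other seronegative animals. The count over 15 libraries was 0 without seronegative animal 10, 11 or 14 and 21 without animal 7.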

Overall, the differential expression levels, as well as the PCA, pointed out that the biggest differences were between seronegative sheep and the other two seropositive groups (asymptomatic animals and animals with Lesions). Clustering of differentially expressed (DE) miRNAs detected by either of the two programs clearly grouped the seronegative samples, but failed to distinguish the other two groups, similar to the outcome of the PCA. 

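The share of the variation in miRNA levels that lay between 2 groups (PERMANOVA R2 on log2 CPM of all tested miRNAs) was largest between lesions and seronegative animals. Over the paper's 12 libraries it was 44.8% for this pair, 30.9% for asymptomatic against seronegative animals and 24% for lesions against asymptomatic animals. Exact permutation tests gave p = 0.0286, the smallest that 4 animals against 4 allow, p = 0.0571 and p = 0.0571, and each was 0.0571 after adjustment over the 3 pairs. With animals 7, 4 and 2P included, the shares were 12.1%, 7.56% and 8.11%, with exact permutation p of 0.452, 0.476 and 0.468. Over miRBase miRNAs alone and 15 libraries, the shares were 40.8% (exact permutation p = 0.0159, adjusted 0.0238), 30.5% (p = 0.0397, adjusted 0.0397) and 35.6% (p = 0.0159, adjusted 0.0238). Over miRBase miRNAs and the paper's 12 libraries, they were 49.3%, 51% and 36.6%, with exact permutation p of 0.0286, 0.0286 and 0.114. In the distances over all arms, animal 7 lay 72.9 from its group on average, animal 4 72.4 and animal 2P 73, each the farthest of its group.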

Seropositive asymptomatic animals and animals with developed clinical symptoms seemed quite similar in terms of miRNA expression (Fig. 3; Additional file 1). 

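oar-miR-181a, which tunes antigen receptor signalling in lymphocytes, was lower in animals with lesions than in asymptomatic animals, and oar-miR-21 was higher, when miRBase miRNAs were fitted alone. Over the paper's 12 libraries the log2 fold changes in this fit were -1.08 (standard error 0.26, adjusted p = 0.0154) for oar-miR-181a and 1.51 (standard error 0.36, adjusted p = 0.0154) for oar-miR-21. Over 15 libraries they were -1.16 (standard error 0.26, adjusted p = 0.00864) and 1.83 (standard error 0.47, adjusted p = 0.0176). The levels of oar-miR-181a in the left-out libraries were 7129 CPM in asymptomatic animal 4 and 2914 in lesions animal 2P. In that fit of 96 miRNAs, 17 were DE over the paper's 12 libraries (16 higher and 1 lower with lesions) and 24 over 15 libraries (23 higher and 1 lower). The split over 15 libraries moved with the scaling, to 9 higher and 5 lower with RLE size factors, 8 and 6 with library totals, 19 and 1 with totals without oar-miR-21, and 40 and 0 with oar-miR-30d and oar-miR-191 as references. Of the 17, all were among the 24, but 4 of 35 divisions of the 8 animals among the paper's 12 gave at least 17 calls, so chance cannot be excluded for the 17. With all tested miRNAs fitted together, edgeR's quasi-likelihood test called 0 over either set, with 48 and 47 at an unadjusted p under 0.05. Over the paper's 12 libraries, DESeq2 called 17, edgeR's exact test 3 and limma-voom 0, and over 15 libraries the calls were 13, 4 and 0. The fit of miRBase miRNAs alone was chosen after the data were examined, and its count over 15 libraries fell to 2 without lesions animal 1P or 10P and rose to 37 without 7P. It was also 5 without asymptomatic animal 8P or 12P, 8 without P19, 9 without 11P and 15 without 4.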

By merging the results of the EdgeR and DESeq2 analyses, 34 DE miRNAs were identified between clinically affected and seronegative sheep, of which 23 were upregulated and 11 downregulated. 

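Several miRNAs of the imprinted DLK1-DIO3 region, a large maternally expressed cluster, were higher in animals with lesions than in seronegative animals. Over the paper's 12 libraries, 14 of 45 tested members were higher and 0 lower (14 and 0 adjusted over the list alone), among them oar-miR-369-3p with a log2 fold change of 3.13 (standard error 0.67, adjusted p = 0.00605) and oar-miR-493-3p with 2.34 (standard error 0.57, adjusted p = 0.0116). oar-miR-200a, an epithelial miRNA, rose from 2897 ± 538.2 CPM in seronegative animals to 9664 ± 4583 with lesions (SD, n = 4 each), a log2 fold change of 1.74 (standard error 0.32, adjusted p = 0.00244), while oar-miR-200b and oar-miR-200c did not pass the test (0.14 and -0.50, and 0.45 and -0.14 over 15 libraries). oar-miR-143 rose by 1.01 on the log2 scale (standard error 0.18, adjusted p = 0.00244). Its share of all counts was 16.7% to 21.7% in these seronegative animals and 18.1% to 32% with lesions. These ranges overlap, and this call was not run under other scalings. In the miR-30 family 3 of 7 members were lower and 0 higher, with oar-miR-30a-3p at -1.07 (adjusted p = 0.0279). In the let-7 family 1 of 9 was higher and 2 lower, and in the miR-29 family 1 of 4 was higher. Of the miR-17-92 cluster and its paralogs, 2 of 11 were higher and 1 lower. In total 49 miRNAs were DE, 33 higher and 16 lower (87 at an unadjusted p under 0.05), and 27 of the 32 tested miRNAs of Table 2 were among them. With animals 7, 4 and 2P included, 29 of 197 were DE, 24 higher and 5 lower (59 at an unadjusted p under 0.05), 28 of them shared with the 49, and oar-miR-369-3p was at 2.61, oar-miR-493-3p at 2.43 and oar-miR-200a at 1.99. The CPM of oar-miR-200a were 1263 in animal 7, 2808 in animal 4 and 7035 in animal 2P. Camera called the DLK1-DIO3 list higher (adjusted p = 0.0079 over 12 libraries and 0.000115 over 15), but adjusted p = 0.697 and 0.659 with an estimated correlation. The split into 24 higher and 5 lower moved with the scaling, to 13 and 8 with RLE size factors, 6 and 18 with library totals, 9 and 11 with totals without oar-miR-21, and 32 and 4 with oar-miR-30d and oar-miR-191 as references. The DLK1-DIO3 members among those higher were 13 of 24 with TMM, 7 of 13 with RLE size factors, 1 of 6 with library totals, 2 of 9 with totals without oar-miR-21 and 16 of 32 with the references. Of the 5 animals with lesions, 1P and 10P had a cluster median above every seronegative animal, and 2P was above all of these but animal 7. The count of DE miRNAs over 15 libraries was 7 without animal 11 or 13, 9 without 10 or 14, 15 without 1P and 16 without 10P.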

There were also 9 upregulated and one downregulated miRNAs when comparing samples from seropositive asymptomatic animals with samples from seronegative animals, and only three miRNAs were differentially expressed between animals with clinical symptoms and seropositive asymptomatic animals (Table 2). 

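oar-miR-29b rose from 92.9 ± 35.3 CPM in seronegative animals to 321.9 ± 99.5 in seropositive asymptomatic animals (SD, n = 4 each), a log2 fold change of 1.79 (standard error 0.33, adjusted p = 0.00587). oar-miR-374a was higher by 1.67 (standard error 0.41, adjusted p = 0.0191), oar-miR-218a by 1.38 (standard error 0.32, adjusted p = 0.0148) and oar-miR-19b, of the miR-17-92 cluster, by 1.24 (standard error 0.31, adjusted p = 0.02). mmu-miR-205-5p, an epithelial miRNA, was lower by a log2 fold change of -1.39 (standard error 0.39, adjusted p = 0.041), and oar-miR-200c did not reach the fold threshold (-0.78, and -0.29 over 15 libraries). oar-miR-200a, of the same tissue, had a positive log2 fold change, 0.78 (standard error 0.31, adjusted p = 0.123) and 0.99 over 15 libraries (adjusted p = 0.176). Both arms of oar-mir-361, on chromosome X from 73739820 to 73739889, were listed at 0 in all 4 seronegative libraries and in asymptomatic animal 12P, and the 3 other asymptomatic animals had 61 to 124.2 CPM of the 3p arm and 211.4 to 269.8 of the 5p arm (adjusted p = 0.0148 and 0.0132). Over the paper's 12 libraries 18 miRNAs were DE, 13 higher and 5 lower (62 at an unadjusted p under 0.05), including all 8 tested miRNAs of Table 2. With animals 7, 4 and 2P included, edgeR's quasi-likelihood test called 0 of 197, with 26 at an unadjusted p under 0.05, while DESeq2 called 5, edgeR's exact test 0 and limma-voom 0. In that set oar-miR-29b had a log2 fold change of 1.38 (adjusted p = 0.16), oar-miR-374a 1.27 (adjusted p = 0.193), oar-miR-218a 1.30 (adjusted p = 0.0939) and oar-miR-19b 0.66 (adjusted p = 0.634). The CPM of oar-miR-19b were 768.6 in seronegative animal 7 and 256.8 in asymptomatic animal 4, beside 165.5 to 306 and 361 to 800.8 on the same scale in the 4 others of each group, and 723.8 in lesions animal 2P. mmu-miR-205-5p and the arms of oar-mir-361 stand at 0 in animals 7 and 4. Over 15 libraries the count rose to 8 without animal 7 and to 4 without animal 4. Of the 45 tested DLK1-DIO3 members none was DE in either set in the fit of all miRNAs, and with miRBase miRNAs fitted alone, chosen after the data were examined, 4 were higher and 2 lower over 12 libraries and 0 over 15.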

Some novel ovine miRNAs with homologs in other mammals, namely, chi-miR-30f-5p, chi-miR-449a-5p, mmu-let-7e-3p, mmu-miR-144-3p, bta-miR-142-5p, chi-mir-92a-3p, ssc-mir-7134-3p, ssc-mir-7134-5p and mmu-miR-98-5p, from goat (chi), mouse (mmu), pig (ssc) and cattle (bta), showed differences in VMV infected animals. 

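mmu-miR-144-3p, a miRNA of red blood cell precursors, rose from 3.73 ± 1.19 CPM in seronegative animals to 46.2 ± 24.4 in asymptomatic animals and 27.4 ± 12 with lesions (SD, n = 4 each, the paper's 12 libraries). Its log2 fold change was 3.63 (standard error 0.55, adjusted p = 0.00574) in asymptomatic animals and 2.88 (standard error 0.53, adjusted p = 0.00244) in animals with lesions. oar-mir-32-5p was higher by 3.57 and 4.05 in the same comparisons (adjusted p = 0.00574 and 0.00153). oar-mir-34-nvb-5p, of a family abundant in ciliated airway cells, was higher with lesions by 1.69 (standard error 0.35, adjusted p = 0.00527). chi-miR-449a-5p of that family missed the threshold at adjusted p = 0.0645 (log2 fold change 6.39, standard error 2.41), with 2 of 4 seronegative libraries at 0. Lower with lesions were chi-miR-30f-5p, from 1909 ± 542.1 to 423.2 ± 383.6 CPM (log2 fold change -2.17, standard error 0.70, adjusted p = 0.0393), mmu-let-7e-3p (-2.02, adjusted p = 0.0246), chi-mir-92a-3p (-1.49, adjusted p = 0.00605) and ssc-mir-7134-5p (-3.66, adjusted p = 0.0478, at 0 in 3 of 4 lesions libraries). ssc-mir-7134-3p had a log2 fold change of -3.26 (adjusted p = 0.118). All of these predicted arms are listed at 0 in animals 7, 4 and 2P. With those libraries included none of them was DE, and the adjusted p was 0.228 for mmu-miR-144-3p with lesions, 0.641 for chi-miR-30f-5p, 0.489 for mmu-let-7e-3p, 0.875 for chi-mir-92a-3p and 0.173 for ssc-mir-7134-5p. A 0 there was read as not called, so this loss of calls cannot tell whether the changes hold in those animals. bta-miR-142-5p and mmu-miR-98-5p were not analysed here.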

Completely novel miRNAs did not differ significantly in their expression likely due to their low expression levels, which were sometimes even below the applied count threshold.

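novel29-3p and novel18-5p, which lie within a group of predicted precursors on chromosome X, were lower with lesions than in seronegative animals over the paper's 12 libraries (edgeR, adjusted p = 0.0393 and 0.0478). Both were listed at 0 in all 4 lesions libraries, and had 13.1 ± 10.3 and 6.72 ± 8.39 CPM in seronegative animals (SD, n = 4), of which animal 14 is at 0 for novel18-5p. Among asymptomatic animals, novel29-3p is at 0 in 8P, 12P and P19, and novel18-5p in 12P, P19 and 4. novel29 lies from 84550443 to 84550508 and novel18 from 84477855 to 84477921 of that chromosome. novel1-5p, novel28-3p and novel5-3p, the other tested members, had adjusted p of 0.0562, 0.0816 and 0.601, and 4 of the 5 were lower when adjusted over the list alone. With animals 7, 4 and 2P included, 0 of 4 tested completely new miRNAs were DE, with adjusted p of 0.0522 for novel29-3p and 0.0753 for novel18-5p, and 3 were lower when adjusted over the list alone. Among the 6 tested arms of the chromosome X group, which also holds oar-mir-34-i and oar-mir-36-f, 3 were lower and 0 higher over the paper's 12 libraries, and 5 lower when adjusted over the list alone. The 3p arms of oar-mir-36-f at its first and second locus share 1 mature sequence and count as separate members here, and with them joined that miRNA was not DE (adjusted p = 0.0779). Camera called the list of 6 lower (adjusted p = 0.0266), but adjusted p = 0.451 with an estimated correlation. Mean counts over these libraries were only 36.8 for novel29-3p and 25.5 for novel18-5p, and a precursor not called in a library is listed at 0.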

**Fig. 3:**
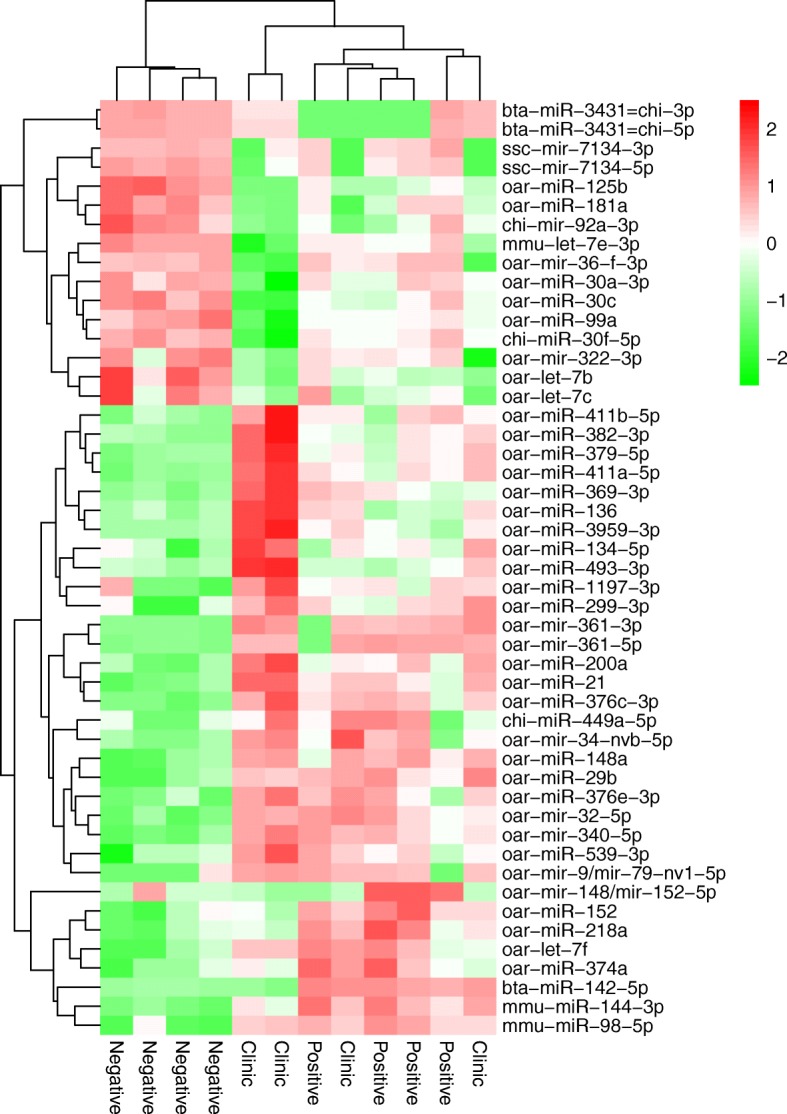
Hierarchical clustering heatmap. Clustering of all the DE miRNAs detected by any of both programs (DESeq2 or EdgeR) and samples. Colours and intensities depend on expression level. Green indicates gene down-regulation and red up-regulation

**Table 2:** Differential expression results of the three comparisons. Only detections by both programs are showed and for the selection, the adjusted *p* values of each program were used. Log_2_ FC of 7.000 in DESeq2 means that the miRNA was present in one group of samples but not in the other

miRNA Name	DESeq2		EdgeR	
	Log_2_FC	Padj	Log_2_FC	FDR
Lesions-Seronegative				
oar-mir-322-3p	−2.830	0.003	−2.880	0.005
chi-miR-30f-5p	−2.199	0.0001	−2.226	0.02
oar-mir-361-3p	7.000	5.64E-13	14.182	3.1E-09
oar-mir-361-5p	7.000	4.57E-17	13.137	3.11E-08
chi-miR-449a-5p	6.270	0.017	6.105	0.009
mmu-let-7e-3p	−2.092	0.029	−2.149	0.008
mmu-miR-144-3p	2.824	0.002	2.792	0.0007
oar-mir-32-5p	3.939	3.45E-05	3.877	0.0001
oar-mir-340-5p	1.827	0.029	1.746	0.038
oar-mir-34-nvb-5p	1.575	0.002	1.500	0.003
bta-miR-142-5p	7.000	3E-10	12.956	3.79E-05
oar-mir-9/mir-79-nv1-5p	4.173	0.0002	4.045	0.043
chi-mir-92a-3p	−1.559	0.0002	− 1.609	0.008
oar-mir-36-f-3p	7.000	2.84E-09	−14.383	3.84E-06
ssc-mir-7134-3p	−3.517	0.0005	−3.676	0.009
ssc-mir-7134-5p	−3.967	0.0002	− 3.968	4.45E-05
oar-let-7b	−1.458	5.28E-05	−1.519	0.002
oar-let-7f	1.156	0.003	1.078	0.003
oar-miR-125b	−2.083	2.65E-08	−2.134	3.84E-06
oar-miR-134-5p	3.267	0.026	3.184	0.002
oar-miR-136	2.623	0.047	2.529	0.003
oar-miR-148a	1.579	2E-05	1.501	1.93E-06
oar-miR-181a	−1.781	1.16E-05	−1.836	6.47E-05
oar-miR-200a	1.614	0.001	1.533	0.008
oar-miR-21	3.584	2E-05	3.500	8.64E-16
oar-miR-299-3p	2.910	0.025	2.726	0.008
oar-miR-29b	2.156	0.01	2.087	0.016
oar-miR-30c	−1.440	0.0002	−1.486	0.003
oar-miR-369-3p	2.966	0.043	2.858	0.002
oar-miR-376c-3p	2.268	0.022	2.158	0.002
oar-miR-376e-3p	2.058	0.032	1.975	0.006
oar-miR-379-5p	2.336	0.017	2.237	0.008
oar-miR-411a-5p	2.181	0.008	2.084	0.026
oar-miR-99a	−1.117	0.002	−1.168	0.025
Seropositive asymptomatic-Seronegative				
oar-mir-361-3p	7.000	7.11E-10	11.903	5.25E-07
oar-mir-361-5p	7.000	2.08E-17	13.286	6.77E-08
mmu-miR-144-3p	3.733	6.95E-05	3.690	8.51E-06
oar-mir-32-5p	3.679	0.0002	3.634	0.0005
bta-miR-142-5p	7.000	2.42E-11	13.831	1.67E-05
mmu-miR-98-5p	5.023	0.0002	5.006	0.029
oar-let-7f	1.303	0.0007	1.237	0.0005
oar-miR-125b	−1.361	0.0007	−1.401	0.008
oar-miR-148a	1.297	0.0009	1.224	0.0002
oar-miR-21	2.099	0.026	2.029	5.99E-06
Lesions-Seropositive asymptomatic				
oar-mir-148/mir-152-5p	−4.143	0.032	−4.098	0.005
oar-mir-36-f-3p	7.000	6.99E-08	−13.615	6.42E-05
ssc-mir-7134-5p	−3.016	0.044	−2.973	0.009

Among the most abundantly expressed DE miRNAs, some showed relevant increases or reductions in expression (Fig. 4): oar-miR-21 was, by far, the most abundant DE miRNA, since its expression was elevated 4.3 times in seropositive asymptomatic animals and 12 times in diseased animals, with average total counts of around two million. 

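oar-miR-21, a miRNA raised in inflammation and fibrosis, rose from 20530 ± 7364 CPM in seronegative animals to 82240 ± 29210 in asymptomatic animals and 273600 ± 151700 in animals with lesions (SD, n = 4 each, the paper's 12 libraries). With lesions this is 13.3-fold, a log2 fold change of 3.74 (standard error 0.46, adjusted p = 0.000793), and in asymptomatic animals 4.01-fold, a log2 fold change of 2.00 (standard error 0.43, adjusted p = 0.0132). Between lesions and asymptomatic animals the log2 fold change was 1.73 (standard error 0.43, adjusted p = 0.114). The mean count was 2062722 in animals with lesions, 730236 in asymptomatic animals and 115266 in seronegative animals. Over all 15 libraries the increase with lesions was 9.9-fold (log2 3.31, standard error 0.58, adjusted p = 0.00395), with each of the 5 animals above every seronegative animal. In asymptomatic animals it was 2.47-fold (log2 1.31, standard error 0.54, adjusted p = 0.273), with 2 of 5 animals above every seronegative animal. The libraries the paper left out had 80070 CPM in seronegative animal 7, 34460 in asymptomatic animal 4 and 382800 in lesions animal 2P. Without animal 7 alone, the log2 fold change in asymptomatic animals was 2.01 and passed the test. The paper states that oar-miR-21 was by far the most abundant of the DE miRNAs.

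**Figure D2:**
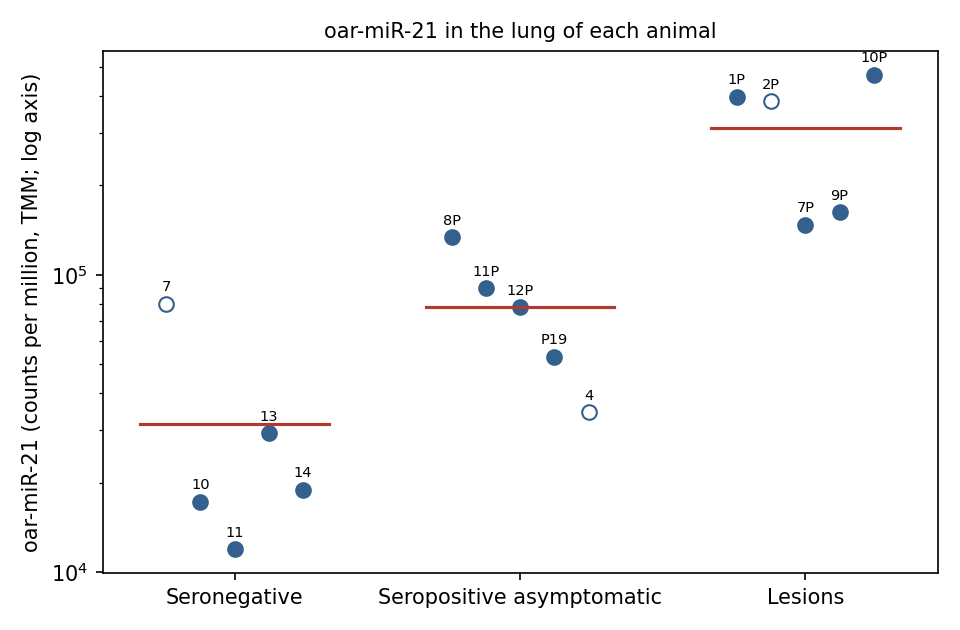
CPM of oar-miR-21 in each animal by group, on a log axis, with open circles for animals 7, 4 and 2P and a red line at the mean of the 5 animals. Animals with lesions lie above all seronegative animals, and animal 7, at 80070 CPM, lies above the other seronegative animals, whose highest value is 29330.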

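oar-miR-148a rose from 21500 ± 4602 CPM in seronegative animals to 49570 ± 14710 in asymptomatic animals and 69820 ± 14110 with lesions (SD, n = 4 each, the paper's 12 libraries). The increase was 2.31-fold in asymptomatic animals (log2 1.21, standard error 0.24, adjusted p = 0.00979) and 3.25-fold with lesions (log2 1.70, standard error 0.24, adjusted p = 0.00132). oar-let-7f rose from 20260 ± 5635 CPM to 47080 ± 11740 and 49140 ± 12920, which is 2.32-fold (adjusted p = 0.0132) and 2.43-fold (adjusted p = 0.00564). Over all 15 libraries oar-miR-148a was 3.09-fold higher with lesions (adjusted p = 0.00395) and 2.04-fold in asymptomatic animals (adjusted p = 0.0939). For oar-let-7f the changes were 2.13-fold (adjusted p = 0.0397) and, in asymptomatic animals, a log2 fold change of 0.94 (adjusted p = 0.176). In animals 7, 4 and 2P, oar-miR-148a had 36520, 24780 and 64270 CPM and oar-let-7f 40670, 22250 and 38260 CPM. The call of oar-let-7f over 15 libraries held without animal 7, 4 or 9P and ended without any other single animal, at log2 fold changes down to 0.69 without 7P. Its log2 fold change was 0.58 with RLE size factors and 0.26 with library totals, and let-7 members may share reads.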

Other highly expressed DE miRNAs, such as oar-miR-148a and oar-let-7f showed significant increases, with absolute fold changes of 3 and 2.2, respectively, in infected animals compared with seronegative animals. Furthermore, miRNAs such as oar-let-7b, oar-miR-99a and oar-miR-125b, showed reduced expression in infected sheep (Fig. 4).

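oar-miR-125b fell from 19500 ± 5164 CPM in seronegative animals to 7141 ± 1904 in asymptomatic animals and 4851 ± 950.9 with lesions (SD, n = 4 each, the paper's 12 libraries). Its log2 fold change was -2.01 with lesions (standard error 0.26, adjusted p = 0.000793) and -1.45 in asymptomatic animals (standard error 0.25, adjusted p = 0.00574). oar-let-7b fell from 30240 ± 8877 CPM to 14480 ± 2753 and 11740 ± 2067, with log2 fold changes of -1.36 with lesions (adjusted p = 0.00229) and -1.06 in asymptomatic animals (adjusted p = 0.0132). oar-miR-99a fell from 25490 ± 3721 to 12390 ± 4657 CPM with lesions (log2 fold change -1.04, adjusted p = 0.00941), and had 16800 ± 1697 CPM in asymptomatic animals (-0.60, adjusted p = 0.123). Of the 4 tested members of the miR-10, miR-99 and miR-125 families, these 2 were lower with lesions and 0 higher (2 adjusted over the list alone), with camera's adjusted p at 0.0266, and at 0.451 with an estimated correlation. Over all 15 libraries the log2 fold changes with lesions were -1.70 for oar-miR-125b (adjusted p = 0.00515), -1.05 for oar-let-7b (adjusted p = 0.0334) and -0.88 for oar-miR-99a (adjusted p = 0.0375, under the fold threshold). In asymptomatic animals they were -0.90, -0.55 and -0.25, with adjusted p of 0.176, 0.473 and 0.826. In animals 7, 4 and 2P, oar-miR-125b had 6580 CPM, 12230 CPM and the lowest level of all libraries, oar-let-7b 9564, 22230 and 9247 CPM and oar-miR-99a 14730, 20400 and 7242 CPM. Over 15 libraries the call of oar-let-7b ended without animal 10, 11, 13, 2P, 9P or 10P and with oar-miR-30d and oar-miR-191 as references (-0.75). oar-miR-99a passed the fold threshold over 15 libraries without animal 7, 8P, 11P, 12P, P19, 7P or 9P.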

**Fig. 4:**
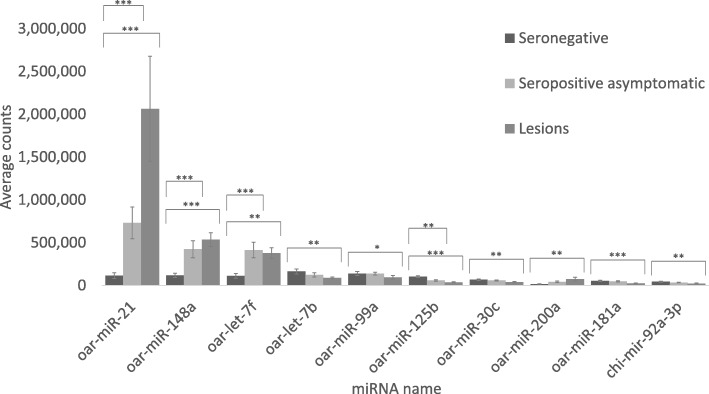
Expression of most abundant miRNAs. Average counts of the most expressed DE miRNAs in the three phases of disease progression. Asterisks indicate significance level between two groups (*P < 0.05, **P < 0.01, ***P < 0.001)

### Validation of differential miRNA expression

To validate the miRNA-seq data, seven miRNAs (oar-miR-125b, oar-let-7b, oar-miR-181a, oar-miR-148a, oar-miR-21, oar-miR-30c, and oar-miR-379-5p) were verified using the Fluidigm Biomark HD Nanofluidic qPCR system. The log_2_FC in the miRNA expression levels calculated by qPCR in the Lesions group relative to the Seronegative group are shown in Fig. 5. The validation results confirmed the upregulated expression of 3 miRNAs (oar-miR-148a, oar-miR-21, oar-miR-379-5p) and the downregulated expression of 4 miRNAs (oar-miR-125b, oar-let-7b, oar-miR-181a, and oar-miR-30c), although only two were statistically significant: oar-miR-21 (*p* = 0.003) and oar-miR-30c (*p* = 0.004). There were no significant differences in the FC data obtained from the RNA-seq and the Fluidigm Biomark HD Nanofluidic qPCR system (*p* = 0.656) showing a high degree of concordance, with a correlation coefficient of 0.982 (*p* = 0.000).

**Fig. 5:**
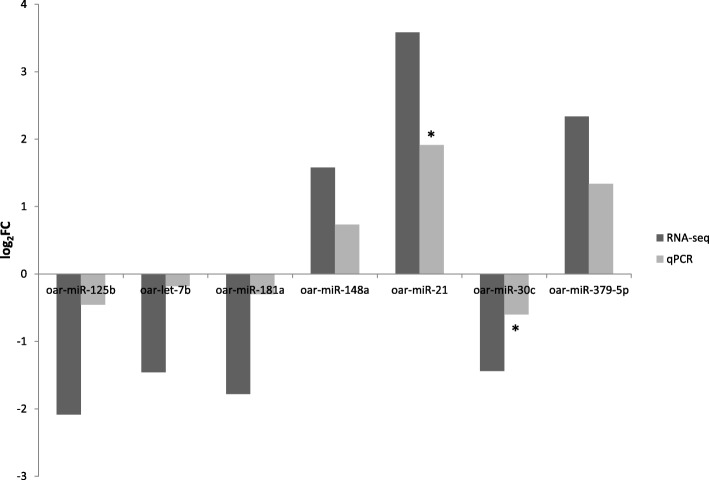
qPCR validation of miRNAs. Expression of selected miRNAs in Lesions group relative to Seronegative group measured by RNA-seq and qPCR. Bars represent the average results of the different samples. Statistically significant differences in the expression measured by qPCR of the indicated miRNAs are showed with an asterisk (*p* < 0.05)

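oar-miR-379-5p, of the DLK1-DIO3 cluster, rose from 290.1 ± 33.6 CPM in seronegative animals to 1627 ± 1155 with lesions (SD, n = 4 each, the paper's 12 libraries), a log2 fold change of 2.49 (standard error 0.45, adjusted p = 0.00244). oar-miR-181a fell from 10070 ± 2392 to 3099 ± 821 CPM, with a log2 fold change of -1.70 (standard error 0.26, adjusted p = 0.00153). oar-miR-30c fell from 12540 ± 2801 to 4829 ± 1925 CPM, with a log2 fold change of -1.38 (standard error 0.31, adjusted p = 0.00744). All 7 miRNAs of the set were DE in the sequencing data, 3 higher and 4 lower, over the paper's 12 libraries and over all 15. The set was chosen by the study on these libraries, so its count is not independent evidence of direction. Over 15 libraries oar-miR-379-5p was at 2.09 (adjusted p = 0.0149), oar-miR-181a at -1.39 (adjusted p = 0.00523) and oar-miR-30c at -1.18 (adjusted p = 0.0289). In animals 7 and 2P, oar-miR-379-5p had 772.7 and 992.4 CPM, oar-miR-181a 4603 and 2914 CPM and oar-miR-30c 5777 and 2959 CPM. Asymptomatic animal 4, which is not part of this comparison, had 297.3, 7129 and 8249 CPM. Of the reference miRNAs, oar-miR-30d had a log2 fold change of -0.68 (adjusted p = 0.0376) over 12 libraries and -0.47 (adjusted p = 0.151) over 15, and oar-miR-191 had -0.20 and -0.08. Over 15 libraries the call of oar-miR-30c ended without animal 11, 13, 14, 2P or 10P, and that of oar-miR-379-5p without animal 10, 11, 13 or 14.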

### Functional analysis of dysregulated miRNAs

In this study, the targets of the DE miRNAs were predicted using the TargetScan and Miranda algorithms. TargetScan predicted a total of 1.9 million interactions for all of the identified miRNAs, and this number was reduced to 124,614 after applying the cut-off value. Miranda predicted 911,069 target sites for the same set of miRNAs and application of the threshold settings reduced this number to 41,871 targets. Next, we performed an intersection analysis to enhance the confidence of the predictions, and this process reduced the number of interactions to 12,280, with 6426 unique genes. An average of 35 interactions was observed for each of the 349 mature miRNAs analyzed. Out of the collection of the predicted targets, we retrieved three sets of genes (one for each comparison) with 1736, 1135 and 190 genes each. These gene sets were then used in enrichment analyses.

The GO enrichment analysis did not identify any significantly enriched terms using the multiple testing correction, whereas some pathways were actually overrepresented, such as, signalling pathways (e.g. PI3K-Akt, AMPK and ErbB), or other terms such as ECM-receptor interaction and pathways in cancer (Table 3). The PI3K-Akt signalling pathway had the most genes involved in both comparisons – 51 and 40, respectively – and it was the most statistically significant term (corrected *P* values of 2.51E-04 and 0.004). The comparisons between the seropositive and seronegative sheep were the only ones yielding results, while there were no enriched terms in the comparison between the seropositive groups, based on the corrected *p* values.

**Table 3:** Enrichment analysis of pathways between both seropositive groups and the seronegative group. Significant entries with Benjamini score equal or smaller than 0.05 are shown

Pathway	Seropositive asymptomatic-Seronegative		Lesions-Seronegative	
	Fold enrichment	Benjamini	Fold enrichment	Benjamini
oas04151:PI3K-Akt signaling pathway	2.327	2,51E-04	1.868	0.004
oas04152:AMPK signaling pathway	2.831	0.024	2.411	0.022
oas05202:Transcriptional misregulation in cancer	–	–	2.111	0.024
oas05161:Hepatitis B	2.542	0.027	2.134	0.047
oas04012:ErbB signaling pathway	3.296	0.034	2.519	0.048
oas05200:Pathways in cancer	–	–	1.595	0.049
oas04512:ECM-receptor interaction	3.186	0.024	2.435	0.050
oas04510:Focal adhesion	2.232	0.029	–	–
oas05215:Prostate cancer	3.296	0.034	–	–
oas04360:Axon guidance	2.643	0.034	–	–
oas04014:Ras signaling pathway	2.112	0.038	–	–
oas05206:MicroRNAs in cancer	2.190	0.050	–	–

Interaction maps incorporating the miRNAs and their targets and the pathways information were produced in an attempt to unveil how the differences in miRNA expression could affect these pathways in seropositive asymptomatic compared to seronegative animals (Fig. 6) and in diseased animals compared to seronegative animals (Fig. 7). Key regulators in the PI3K-Akt pathway, such as PTEN, and related transcription factors such as FOXO3 and CREB1, appear to be targeted by dysregulated miRNAs identified between the seropositive groups and the seronegative group. Most of the miRNAs target no more than three genes in these pathways, except for oar-miR-143 and oar-mir-361-3p, which target several genes based on our predictions.

**Fig. 6:**
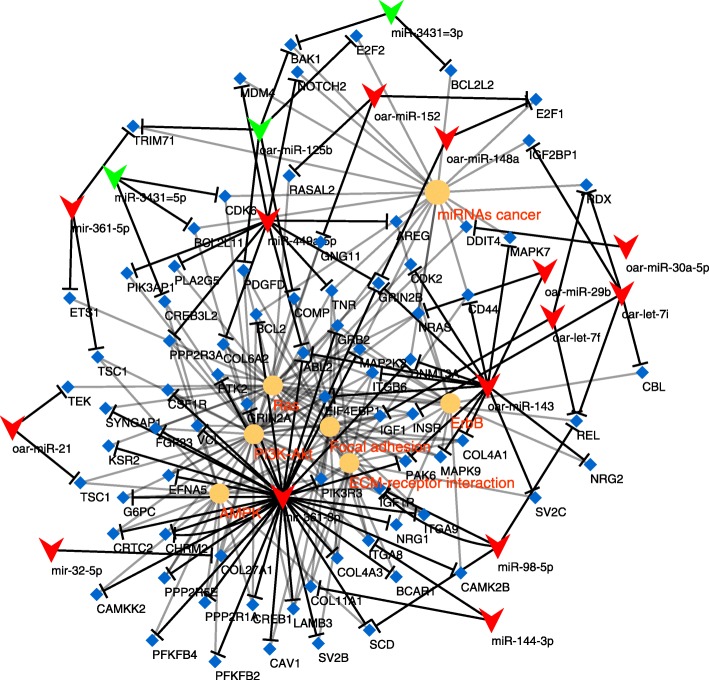
Functional network of the comparison between seropositive asymptomatic and seronegative sheep. It illustrates the predicted interactions of DE miRNAs with their targets and the pathways those target genes are part of. Upregulated miRNAs are coloured in red and downregulated ones in green, pathway names in orange and genes in blue

**Fig. 7:**
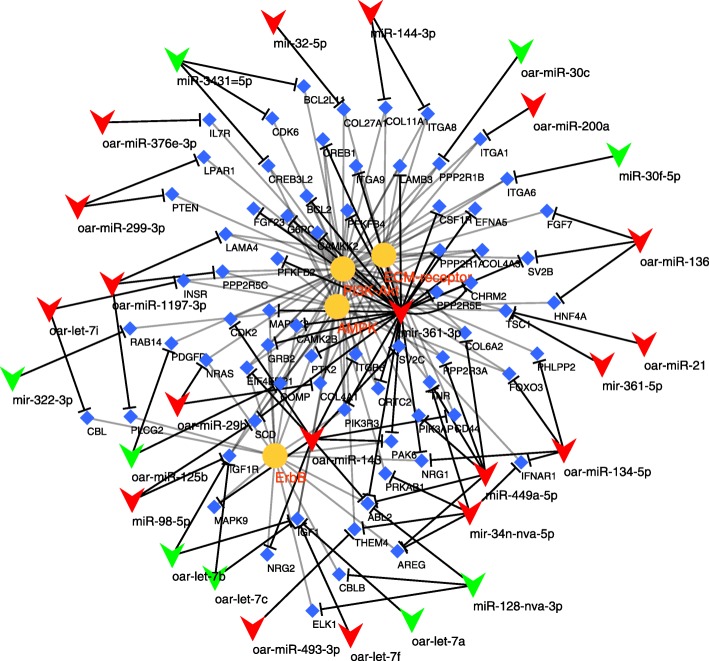
Functional network of the comparison between diseased and seronegative sheep. It illustrates the predicted interactions of DE miRNAs with their targets and the pathways those target genes are part of. Upregulated miRNAs are coloured in red and downregulated ones in green, pathway names in orange and genes in blue

### Virus-miRNA interactions

Regarding the highly expressed DE miRNAs, two significantly strong interactions were found between the miRNAs and the SRLV genome. The upregulated miRNA oar-miR-200a was predicted to target nine out the eleven tested sequences at nucleotides 1671 to 1689 with respect to the VMV reference genome sequence (GenBank accession number L06906.1), with a score of 155 and a folding energy of − 16.1 kcal/mol. The downregulated miRNA oar-miR-99a was predicted to target nine sequences around nucleotides 5383 to 5402 with a score of 150 and a folding energy of − 25.54 kcal/mol. These predicted interactions are in the “gag” and “vif” genes, respectively. These targeted sequences are all from the genotype A of SRLV. On the other hand, oar-miR-99a may also target CAEV at nucleotides 2194 to 2212 – in the “pol” gene – with respect to the CAEV reference genome (GenBank accession number M33677.1) with a score of 160 and a folding energy of − 23.83 kcal/mol.

## Discussion

In this work, we used NGS techniques to analyze the expression pattern of miRNAs in seronegative sheep and in SRLV seropositive but asymptomatic animals and in diseased animals. We then made predictions of the possible regulatory functions of the miRNAs. Since we used tissue samples from naturally infected animals for the experiments, the data reflect the actual miRNA transcriptome in the lung tissue of SRLV-infected animals. Host-virus interactions modify several biological processes as a consequence of the ability of the viruses to employ the host machinery to complete their replication cycle, and of the host’s attempts to deal with the infection. These changes can be observed at the miRNA expression level since miRNAs can control different pathways; therefore, understanding changes in miRNA expression could be crucial for understanding the disease.

The enriched pathways identified in this study suggest an increase in cell proliferation-related signaling. The PI3K-Akt pathway is a key pathway involved in growth and proliferation, and it has been extensively studied in the context of proliferative diseases such as cancer; furthermore, it seems to be influenced by a miRNA regulatory network as an added layer of modulation [23]. Furthermore, viruses can hijack this pathway for enhanced replication, as has been reported in several cases [24]. For instance, Porcine Reproductive and Respiratory Syndrome Virus (PRRSV) modulates PI3K-Akt signalling via FoxO1 and Bad ([25]) and influenza A codes for the NS1 protein which directly interacts with the PI3K regulatory subunit p85 ([26]). DE miRNAs were predicted to target very important factors in this pathway including PTEN, PI3K, FOXO3, the BCL2 family, CREB, GRB2, growth factors (FGF23) and cytokine receptors (IFNAR1). Other enriched pathways in our set of target genes were the AMPK signalling pathway, which is a regulator of cellular homeostasis and is linked to PI3K-Akt pathway, and the ErbB pathway, which is related to signal transduction involving growth factors.

Although miRNAs are fine tuners of gene expression that can act at low concentrations, the appearance of highly expressed miRNAs may be very relevant and could indicate strong modulation. Normally, a few miRNAs comprise the majority of the miRNAome, and many others are present at low concentrations. In our experiments, oar-miR-21 expression showed an interesting behaviour, as its expression is remarkably high in both seropositive groups, with its highest expression level in diseased animals. miR-21 is a fairly well-studied miRNA, and was one of the first miRNAs identified as an oncogene; it has been seen to be upregulated in several conditions including tumours [27] and viral infections. In the case of RNA viral diseases, miR-21 is upregulated by hepatitis C virus (HCV), which leads to a decreased IFN response in human cell lines [28], during dengue virus infection in human cancer cells, which promotes viral replication [29] and in HIV and in HIV-related pulmonary arterial hypertension in human plasma [30]. Furthermore, Epstein-Barr virus (EBV) induces miR-21 expression in B cells, which promotes tumorigenesis by activating the PI3K-Akt pathway, causing FOXO3a to stop repressing miR-21 [31, 32], findings that are in agreement with our current results.

The respiratory form of SRLV infection exhibits some typical histopathological lesions characterized by lymphocytic infiltration and inflammation, M2-polarized macrophages, interstitial pneumonia, lung fibrosis and decreased gas exchange [33, 34]. However, the mechanisms of this pathogenesis, which are likely immunomediated [35], are not fully characterized. There were no major differences between the infected asymptomatic animals and the sheep that did show lesions, indicating that the miRNA levels mostly change after infection, rather than when symptoms appear. It seems that most of the transcriptional changes occur in the early stages of infection and that the differences between the asymptomatic-seronegative and the lesions-seronegative comparisons could be due to disease progression and appearance of clinical symptoms.

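Members of the DLK1-DIO3 cluster had higher levels with lesions than in asymptomatic animals, with a positive log2 fold change for 45 of 45 tested members over the paper's 12 libraries and for 45 of 45 over all 15. In the fit of all miRNAs none was DE, and 21 over 12 libraries and 23 over 15 were higher when adjusted over the list alone. With miRBase miRNAs fitted alone, oar-miR-134-5p was higher by a log2 fold change of 2.56 over 12 libraries (standard error 0.72, adjusted p = 0.0211) and 2.34 over 15 (standard error 0.69, adjusted p = 0.0303). oar-miR-127 was higher by 1.42 (adjusted p = 0.0187) and 1.14 (adjusted p = 0.0361), and oar-miR-493-5p by 1.89 (adjusted p = 0.0154) and 1.59 (adjusted p = 0.0303). Of the 24 miRNAs DE over 15 libraries in that fit, 21 belong to this cluster, beside 8 of 14 with RLE size factors, 7 of 14 with library totals, 18 of 20 with totals without oar-miR-21 and 37 of 40 with oar-miR-30d and oar-miR-191 as references. Without lesions animal 1P or 10P that fit called 2 miRNAs in all. Camera called the list higher (adjusted p = 6.06e-15 over 12 libraries and 6.06e-21 over 15), but adjusted p = 0.297 and 0.074 with an estimated correlation. The plot of the cluster's median level shows lesions animals 10P and 1P highest, at log2 CPM of 5.44 and 4.93, and 9P and 7P at 3.69 and 3.17. The left-out animals were at 4.25 (seronegative animal 7), 3.47 (asymptomatic animal 4) and 4.18 (lesions animal 2P). From the lack of major differences between these groups, the paper concludes that miRNA levels change mostly after infection rather than when symptoms appear.

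**Figure D3:**
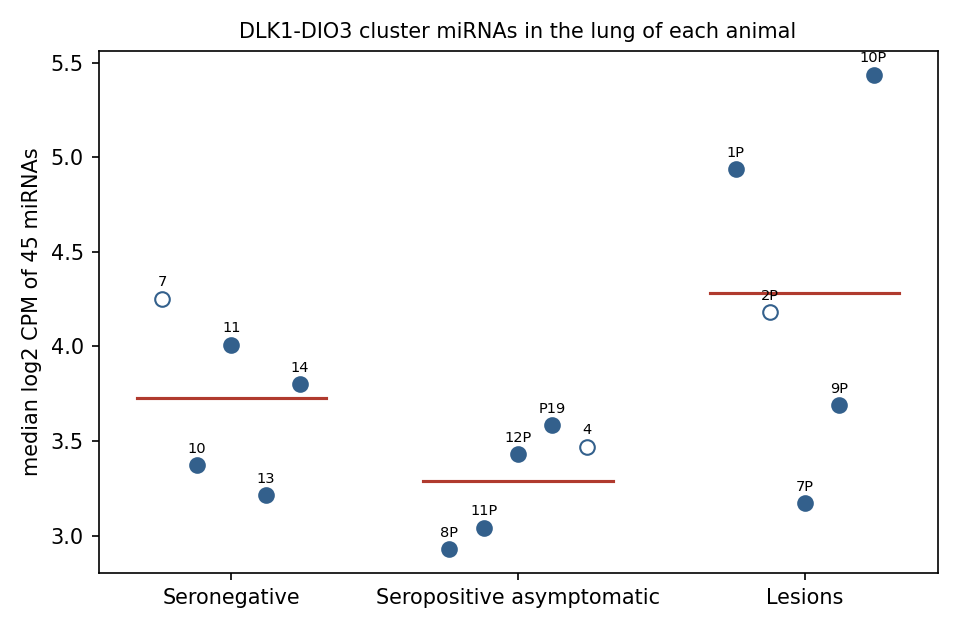
Median log2 CPM of the 45 tested miRNAs of the DLK1-DIO3 cluster in each animal by group, with open circles for animals 7, 4 and 2P and a red line at the mean of the 5 animals. Lesions animals 1P and 10P, at 4.93 and 5.44, lie above every seronegative and asymptomatic animal.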

Interestingly, these kinds of lesions could be related to some of the DE miRNAs and with the pathways regulated by them. In an artificially induced lung fibrosis in mice, miR-21 mediates the activation of pulmonary fibroblasts [36]. Furthermore, miR-21 has been recently proposed as an indicator of disease progression and potential treatment target in another mouse model [37]. MiR-21 could control pathways such as the TGF-β1 signaling pathway by targeting SMAD7 and SPRY1 or by inhibiting PTEN, which is a known negative regulator of lung fibrosis [38]. The remodelling of lung tissues caused by fibrosis related hypoxia has also been linked with miR-21 [39]. Importantly, PTEN has a crucial role in controlling the PI3K-Akt pathway, and its interaction with miR-21 has been experimentally validated several times in human and in mice [40]. The upregulated miR-148a also targets PTEN, as well as GADD45A and BCL2L11, and it accelerates the development of autoimmunity [41].

Another miRNA, miR-99a, which was downregulated in the diseased sheep, appears to target AKT1 [42] (which has an important role in the PI3K-Akt pathway) and inhibits cancer cell proliferation by targeting mTOR [43]. Thus, its downregulation in the animals with lesions should increase AKT1 and mTOR expression, stimulating proliferative signal. In our analysis, inflammation-related interleukin 13 (IL-13) was predicted as a target of miR-98-5p and let-7 family miRNAs, and it is noteworthy that previous experimental observations have shown that let-7 miRNAs can modulate inflammation through inhibition of IL-13 [44]. During bluetongue virus infection in sheep testicular cells, while IL-13 and let-7f were downregulated, let-7d was upregulated and PI3K-Akt pathway was overrepresented in the enrichment test of the DE genes [45].

The relationship between the dysregulation of some miRNAs and VM disease could be a direct consequence of virus modulation or a side effect of the host defense mechanisms. In the case of miR-21, it has been proposed as a key switch in the inflammatory response [40]. Clinical lesions observed could be a consequence of excessive cell survival signalling after the initial proinflammatory immune response. On the other hand, the virus itself may modulate miRNA expression, as it does in EBV and HCV infections [28, 46], during which the viruses induce miR-21 expression to promote their replication by enhancing the growth and survival of the infected cells, thus modulating the response in favour of the virus. Furthermore, PRRSV downregulated miR-125b to negatively regulate NF-κB signaling as a survival strategy [47].

Direct targeting of viruses remains controversial not only because of viral genome structure and rapid evolution but also because the normal concentrations of miRNAs are too low for efficient silencing [48]. Only some highly expressed DE miRNAs have been analyzed to determine if they could potentially silence some viral RNA. Interestingly, there were some predicted miRNA target sites in the SRLV genome, including one for oar-miR-200a. oar-miR-200a was upregulated in the lesions-seronegative comparison and could actively target the viral *gag* gene in the A genotype. Functional experiments are necessary to uncover the antiviral functions of these candidate miRNAs.

## Conclusions

In this work, we performed for the first time a miRNA profiling in sheep responding to SRLV infection. Twelve completely novel miRNA molecules and more than 40 others were found for the first time in sheep. MiRNAs differentially regulated between seronegative and infected sheep, such as oar-miR-21, oar-miR-148a or oar-let-7f may have potential implications for the host-virus interaction. The miRNAs were predicted to target important genes involved in apoptosis, proliferation and growth, e.g., the PI3K-Akt and AMPK pathways. The role of oar-miR-21 as a regulator of inflammation and proliferation appeared as a possible cause for the lesions caused in sheep lungs, and this miRNA could be an indicator of the severity of the lung lesions or may be useful as a putative target for therapeutic intervention.

## Additional files

Additional file 1: PCA analysis of the 12 samples used in the RNA-seq analysis.

Additional file 2: Primers used for RT-qPCR validation of selected miRNAs

Additional file 3: List of described miRNAs not present in miRBase

## Abbreviations

CAEV: Caprine arthritis encephalitis
DE: Differentially expressed
EBV: Epstein-barr virus
ELISA: Enzyme-linked immunoSorbent assay
FC: Fold change
GO: Gene ontology
HCV: Hepatitis C virus
miRNAs: MicroRNAs
PCA: Principal component analysis
PRRSV: Porcine reproductive and respiratory syndrome virus
RISC: RNA-induced silencing complex
SRLVs: Small Ruminant Lentiviruses
TLRs: Toll like receptors
VM: Visna/Maedi disease
VMV: Visna maedi virus

How the deposited data were processed for this re-analysis (not part of the article)

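Lung tissue of 15 sheep was sequenced by the authors as small RNA, 1 library per animal: 5 seronegative animals (7, 10, 11, 13 and 14), 5 seropositive asymptomatic animals (8P, 11P, 12P, P19 and 4) and 5 animals with lesions (1P, 2P, 7P, 9P and 10P). The authors trimmed, mapped and counted the reads with sRNAbench on the sheep genome (Oar 3.1 in the sample labels), with a minimum read count of 4 and 1 mismatch allowed, and predicted further miRNAs in each library. The values used here are their whole-number counts per mature miRNA arm, without normalization, 97 arms named in miRBase and the rest predicted. Total counts ranged from 3220957 to 11198300 per library, with a median of 7015417, and the reads carry no molecular identifiers. The Wilson intervals of shares treat the arms as a random sample, and cover neither read counting nor differences between animals.

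The 3 groups were compared with edgeR 4.0.16 in R 4.3.3: TMM scaling, 1 quasi-likelihood fit of all libraries (glmQLFit and glmQLFTest, two-sided) and p values adjusted by the method of Benjamini and Hochberg over the tested miRNAs of each comparison. A miRNA was tested with at least 10 counts in at least 5 of 15 libraries, or 4 of 12, and called DE at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds. There were 4 comparisons: lesions and asymptomatic animals each against seronegative animals, lesions against asymptomatic animals, and the mean of both seropositive groups against seronegative animals. The separation of 2 groups was the share of the summed squared distances on log2 CPM (prior count 2) that lay between them, tested over all splits of the libraries (exact permutation). Lists of miRNAs with at least 3 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry. The 21 lists cover miRNA families (let-7 and miR-98, miR-30, miR-10 with miR-99, miR-100 and miR-125, miR-29, miR-17-92 and paralogs, miR-2284 with miR-2285), genomic clusters (DLK1-DIO3, miR-424 with miR-503, miR-542 and miR-450, a group on chromosome X), cell type markers (leukocyte, erythroid, epithelial, miR-34 and miR-449 of ciliated cells, mesenchymal and smooth muscle, endothelial, striated muscle, liver and neural), the paper's classes (completely new, not in miRBase) and its RT-qPCR set and references. Members were matched by the number in their name. Named miRNAs are oar-miR-21, those of Table 2, Fig. 4 and the RT-qPCR set, the 10 with the largest change among those DE with a mean of at least 100 counts in each comparison, and up to 4 members of each list with the smallest p; Table 2 was read before the rule was set. Others, such as the arms of oar-mir-147, oar-miR-30a-3p, oar-miR-134-5p and oar-miR-127 between lesions and asymptomatic animals, were named after their values were seen.

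The alternatives set beforehand were DESeq2 1.42.0, edgeR's exact test, both together, limma-voom, a robust fit, RLE size factors, library totals with and without oar-miR-21, scaling to oar-miR-30d and oar-miR-191, no filter and 2 other filters, only the 2 groups compared, no fold threshold, and leaving out each animal, or 1 of each group, in turn. The paper's 12 libraries, miRBase miRNAs fitted alone and combinations of these were added after the data and the first results had been seen. The procedure was tested on 10 simulated tables of 197 miRNAs, in which a log2 change of 1.5 was called for 56.2% of changed miRBase miRNAs with all arms fitted together and for 81.2% with miRBase miRNAs fitted alone, and a log2 change of 3 for 98% and 100%. The share of unchanged miRBase miRNAs called was 0% and 0.524%. In these tables as many miRNAs were raised as lowered with lesions, so the rates do not cover false calls that come from the scaling of the libraries. RT-qPCR data, target predictions and viral sequences were not used here.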

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

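The tests of lower depth in the left-out libraries, both tests on the DLK1-DIO3 cluster and those on animal 7, with the miRNAs named for it, were chosen after the result was seen, and the fits of miRBase miRNAs alone and of the paper's 12 libraries were added after the data were examined.

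With miRBase miRNAs fitted alone, 24 miRNAs differed between lesions and asymptomatic animals over 15 libraries, which is also a difference between the changes of both groups from seronegative animals. The tables argue against fewer miRNAs in the adjustment, since adjusting the fit of all arms over miRBase miRNAs alone called 0. The fit of all arms at the scaling of miRBase miRNAs also called 0. That fit called 0 with each of the other scalings too, so it cannot decide on the scaling. With miRBase miRNAs fitted alone, RLE size factors gave 14, library totals 14, totals without oar-miR-21 20 and oar-miR-30d and oar-miR-191 as references 40. Zeros of predicted precursors that widen the spread shared across miRNAs may hold the calls back in the fit of all arms, since miRBase miRNAs fitted alone at the scaling of all arms gave 29. Of 100 splits of the libraries, 2 gave as many calls, the real one included (real 24, highest other 25). This makes a chance division of the animals less likely but does not exclude it, since this fit was chosen after the data were examined. Over the paper's 12 libraries 4 of 35 splits gave as many calls (real 17, highest other 29), so there chance cannot be excluded either. A biological difference that comes with lesions stays open beside these, as untested on other animals.

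The 3 libraries the paper left out lie farthest from their groups over all arms, and animals 7 and 2P hold far more predicted arms at 0 than the others of their groups (176 beside at most 78, and 174 beside at most 74). Lower depth is argued against for animals 7 and 2P, since 5 libraries of their groups (10, 11 and 14, and 1P and 9P) have both a lower total and fewer arms at 0, and for animal 4, by a bound set after its values were seen, since 3 seronegative libraries with a lower total (10, 11 and 14) have only 68 to 78 arms at 0 beside 170, while 0 of its own group have a lower total. Precursors not called in a library are a candidate explanation for animals 4 and 2P, since over miRBase miRNAs only 1 of the 3 libraries, animal 7, is still the farthest of its group, but not for the whole of animal 7, whose mean distance there is 11.5, beside 8 to 8.83 for the other seronegative animals. A wrong label as asymptomatic is argued against for animal 7 as the whole cause, since its mean distance to asymptomatic libraries is 10, beside at most 8.46 for their own; a wrong label as lesions could account for its distances (10.8, beside at most 11.7 for their own) but not for levels outside those of all other animals, oar-miR-150 (12560 CPM, others at most 2762), oar-miR-10b (14760, at most 3140), oar-miR-200b (2293, at least 7512) and oar-miR-200c (931.7, at least 2553), and an infection not detected, another disease or different tissue were not tested. Animal 7 also had CPM far from the other seronegative animals for oar-miR-21 (80070, next 29330), oar-miR-369-3p (25.5, next 8.94), oar-miR-376c-3p (5.43, next 1.91), oar-miR-376e-3p (5.43, next 2.28), oar-miR-379-5p (772.7, next 306.6) and oar-miR-411a-5p (437.6, next 194.2).

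The DLK1-DIO3 cluster had a median log2 fold change of 0.97 between lesions and seronegative animals over its 45 tested members and 15 libraries, beside 0.45 for all tested miRNAs, with 13 members DE and camera's adjusted p = 0.659 with an estimated correlation. The scaling of the libraries stays open as an explanation, since the lowest median over 5 scalings was 0.13, above 0 but small; the median of all tested miRNAs at that scaling, library totals, was -0.38. A few animals could carry the difference, since 2 of 5 animals with lesions (1P and 10P) have a median above every seronegative animal. The highest seronegative median is that of animal 7, at 4.25, and lesions animal 2P, at 4.18, also lies above the other seronegative animals, at most 4.01. A biological difference among animals with lesions, such as the stage of disease, was not tested.

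Of 69 groups of values examined for a single animal far from the others, 11 passed the limit, and chance gives about 3. Besides those above, oar-miR-136 was 6.23 CPM in asymptomatic animal 12P (next 3.48), and the RT-qPCR reference oar-miR-191 was 16500 CPM in asymptomatic animal P19 (next 10500) and 12670 in lesions animal 9P (next 8973). In data the paper did not analyse, oar-miR-21 reached 382800 CPM in lesions animal 2P, above the highest seronegative value of 80070. Outside Table 2, 12 miRNAs were DE between lesions and seronegative animals over 15 libraries.

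Other divisions of the libraries were run for each count. Between lesions and seronegative animals 1 of 100 splits over 15 libraries gave as many calls (real 29, highest other 20) and 1 of 35 over the paper's 12 (real 49, highest other 2). Only the real split reached these counts, which makes a chance division unlikely. For both seropositive groups together, 2 of 100 did over 15 libraries (real 6, highest other 6) and 1 of 100 over 12 (real 38, highest other 1). There the real split kept lesions and asymptomatic animals apart, while the other splits divided the libraries labelled seropositive into 2 arbitrary groups. The real split is thus not like the others, and this test cannot decide on chance. Between asymptomatic and seronegative animals 1 of 35 did over 12 libraries (real 18, highest other 1). For lesions and asymptomatic animals, each against seronegative ones, the divisions of the 12 speak against chance only for libraries chosen without regard to the result. Animals 7 and 4, which are left out there, have levels of oar-miR-21 and other miRNAs on the side of the other group. With a real count of 0 every division gives as many calls, so nothing can be read from asymptomatic against seronegative animals over 15 libraries (100 of 100, highest other 8) or from lesions against asymptomatic animals with all arms (100 of 100 over 15, highest other 1, and 35 of 35 over 12, highest other 3).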

How the results depend on the processing

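No log2 fold change of a named miRNA that was run under all of these alternatives reversed its direction. The split of the calls did turn with the scaling, from 24 higher and 5 lower with lesions against seronegative animals to 6 and 18 with library totals. oar-miR-133 with lesions, compared only between the sets of libraries and not DE in either, went from 0.14 over 15 to -0.37 over 12. The alternatives on the paper's 12 libraries and on miRBase miRNAs alone were chosen after seeing the data. The cause of each change below was not tested, apart from fewer libraries or miRNAs where the alternative itself gives it. The number of DE miRNAs between lesions and seronegative animals (29) was 17 without a filter, 19 at 100 counts, 5 with only these groups fitted, 49 over the paper's 12 libraries, 53 there by both DESeq2 and edgeR's exact test, and 0, 8 and 49 as the lowest, median and highest of 100 sets without 1 animal of each group; leaving out each animal gave 7 to 37, and 23 to 32 over miRBase miRNAs. For asymptomatic against seronegative animals (0, with 26 at an unadjusted p under 0.05 in edgeR), DESeq2 called 5, the paper's 12 libraries gave 18, miRBase miRNAs 2, both together 18, both tools on the 12 17, DESeq2 on miRBase miRNAs 7, scaling of these to oar-miR-30d and oar-miR-191 6, and the sets without 1 animal of each group 0, 0 and 18; leaving out each animal gave 0 to 8, and 0 to 12 over miRBase miRNAs (12 without 7, 11 without 4, 5 without 7P, 3 without 13, 2 without 10P). For lesions against asymptomatic animals (0, with 47 at an unadjusted p under 0.05 in edgeR), DESeq2 called 13, edgeR's exact test 4, both 4, miRBase miRNAs gave 24, with the 12 libraries 17, both tools on the 12 3, DESeq2 on miRBase miRNAs 16, scaling of these to oar-miR-30d and oar-miR-191 40, library totals 14, and the sets 0, 0 and 12; leaving out each animal gave 0 to 1, and 2 to 37 over miRBase miRNAs. For both seropositive groups (6), DESeq2 called 23, edgeR's exact test 3, both 3, library totals 12, totals without oar-miR-21 11, scaling to oar-miR-30d and oar-miR-191 10, 100 counts 11, no fold threshold 10, the 12 libraries 38, there both tools 37, miRBase miRNAs 16, with the 12 libraries 26, DESeq2 on miRBase miRNAs 17, scaling of these to oar-miR-30d and oar-miR-191 30, library totals 14, and the sets 0, 1 and 38; leaving out each animal gave 0 to 21, and 7 to 28 over miRBase miRNAs. oar-miR-21 with lesions (3.31) stayed DE under all alternatives run, at 2.46 to 3.74 and, leaving out each animal, 2.81 to 3.99. In asymptomatic animals (1.31) it was DE at 2.00 over the 12 libraries (adjusted p = 0.0132) and 2.13 with miRBase miRNAs there (adjusted p = 0.000422), while other alternatives gave 0.77 to 1.51 and leaving out each animal 1.01 to 2.01 (called only without 7). The separation of lesions and seronegative animals (12.1%) was 44.8% over the 12 libraries, 40.8% over miRBase miRNAs and 49.3% with both, and 10.7% to 25.7% leaving out each animal (25.7% without 7 and 24.3% without 2P passed, exact permutation). That of asymptomatic and seronegative animals (7.56%) was 30.5% over miRBase miRNAs and 51% with the 12 libraries, and 6.43% to 18.7% leaving out each animal (18.7% without 7 passed); that of lesions and asymptomatic animals (8.11%) was 35.6% over miRBase miRNAs, and 7.03% to 17.6%. The share of arms above 10000 (16.5%) was 6.81% by CPM, and that below 5 (18.6%) was 42.7% by CPM and 32.3% by medians; leaving out each animal gave 16.1% to 16.5% and 17.9% to 19.4%. Camera's calls of lists, 5 with lesions against seronegative animals and 6 against asymptomatic ones, were 0 with an estimated correlation and 1 and 3 by fry. Seronegative libraries are shallower than the others, and a predicted precursor below the authors' read minimum is listed at 0, so low predicted arms are limited most.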

Differences from the paper's values

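Alternatives named here were set before the data were examined, except where another choice is stated, and the paper's thresholds were kept; values are over all 15 libraries. A count, fold or share is called different here when it is more than 1.5 times the paper's value or the reverse (a share also by more than its error), and a log2 fold change when it lies more than 1 standard error away, so a value inside these limits can still be some way from the paper's. For lesions against seronegative animals the paper counts 11 lower miRNAs, and 5 were found here. Inside the limit were DESeq2 (14), RLE size factors (8), totals without oar-miR-21 (11) and the fits without animal 7 (9), 8P (10), 11P (9), 12P (10), P19 (10) or 7P (13), and outside it the other 20 alternatives, which gave 2 to 18. The paper's 12 libraries, chosen after seeing the values, gave 16 lower and, by both DESeq2 and edgeR's exact test, 19; in the first, 27 of the 32 tested miRNAs of Table 2 were called. For asymptomatic against seronegative animals the paper counts 9 higher miRNAs, and 0 were found here by edgeR's quasi-likelihood test (26 miRNAs at an unadjusted p under 0.05); all 29 alternatives set beforehand differ, at 0 to 5, with 4 by DESeq2 and 0 by edgeR's exact test and limma-voom. The paper's 12 libraries gave 13, or 14 by both tools, chosen after seeing the values, with all 8 tested miRNAs of Table 2 called in the first.

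For oar-miR-21 in asymptomatic animals the paper gives 4.3-fold and a log2 fold change of 2.099, and 2.47-fold and 1.31 were found here. Only leaving out animal 7 came inside the limit (4.02-fold and 2.01), and the other 26 alternatives gave 1.7-fold to 2.84-fold; the paper's 12 libraries, chosen after seeing the values, gave 4.01-fold and 2.00. For oar-let-7f in asymptomatic animals the paper's log2 fold change is 1.303, and 0.94 was found. Within 1 standard error, 0.33, were scaling to oar-miR-30d and oar-miR-191 (1.03) and leaving out animal 7 (1.24), P19 (0.99) or 4 (1.11), of which 0.99 lies hardly nearer than 0.94, and the other 23 alternatives were outside it; the 12 libraries, chosen after seeing the values, gave 1.22. For oar-miR-125b in asymptomatic animals the paper gives -1.361, and -0.90 was found. Library totals (-1.29), totals without oar-miR-21 (-1.25) and leaving out animal 7 (-1.10) or 4 (-1.06) came within 1 standard error, the other 23 did not, and the 12 libraries, chosen after seeing the values, gave -1.45.

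With lesions the paper gives -1.458 for oar-let-7b, -2.083 for oar-miR-125b, -1.781 for oar-miR-181a and 1.614 for oar-miR-200a, and -1.05, -1.70, -1.39 and 1.99 were found here. DESeq2 (-1.55, -2.17, -1.87 and 1.37), RLE size factors, totals without oar-miR-21 (-1.54, -2.21, -1.88 and 1.55), the filters of a mean of 10 counts (-1.34, -1.94, -1.65 and 1.67) and of 100 counts (-1.22, -1.88, -1.56 and 1.82) and a fit of only these groups (-1.32, -1.92, -1.63 and 1.69) brought all of these within 1 standard error, and no filter did so for oar-miR-125b (-1.79) and oar-miR-200a (1.87). edgeR's exact test, limma-voom, library totals, scaling to oar-miR-30d and oar-miR-191 and a robust fit left all of them outside, and no filter left oar-let-7b (-1.16) and oar-miR-181a (-1.49) outside. Leaving out animal 7, 10, 13, 8P, 11P, 12P, P19, 1P or 7P brought oar-let-7b and oar-miR-125b within it, as did leaving out 14 for oar-let-7b, and 11 or 9P for oar-miR-125b, while leaving out 4, 2P or 10P did so for neither. The 12 libraries, chosen after seeing the values, gave -1.36, -2.01, -1.70 and 1.74. The share of miRNAs with fewer than 5 average counts is 29% in the paper and 18.6% here. The share here is over 279 arms, and the paper gives no number of miRNAs under its own, so the sets may differ. bta-miR-142-5p and mmu-miR-98-5p of Table 2 are not among these arms. Medians (32.3%) came nearest. CPM (42.7%) and leaving out 14, 8P, 12P or 10P (19.4% each) were barely inside the limit of 1.5 times, and leaving out any of the other 11 animals was outside it. Of 37 log2 fold changes of Table 2 that were compared, 30 lay within 1 standard error.

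The paper names 3 miRNAs that differ between lesions and asymptomatic animals and describes these groups as seeming quite similar. edgeR's quasi-likelihood test called 0 over either set of libraries (48 over 12 and 47 over 15 at an unadjusted p under 0.05), and oar-mir-148/mir-152-5p had a log2 fold change of -3.91 (standard error 1.11, adjusted p = 0.114) over the 12; both DESeq2 and edgeR's exact test called 3 over the 12, and 4 over 15. With miRBase miRNAs fitted alone, chosen after seeing the values, 17 over 12 libraries and 24 over 15 were DE. The paper reports no significant difference for completely new miRNAs and gives their low levels as the likely reason. In edgeR, novel18-5p and novel29-3p were lower with lesions over the 12 libraries (adjusted p = 0.0478 and 0.0393), and 0 of 4 were DE over 15. The paper names oar-miR-21 as the most abundant DE miRNA. oar-miR-143 has more counts (a mean of 1773000 over the 12 libraries, and 1818843 beside 1005821 for oar-miR-21 over 15) and was DE with lesions at log2 fold changes of 1.01 and 1.30 (adjusted p = 0.00244 and 0.002). The 1.01 lies just above the fold threshold of 1, and Table 2 holds only calls of both DESeq2 and edgeR. For both seropositive groups, the call of oar-miR-143 made over 15 libraries ended in 10 of 14 alternatives, and the 14 gave 0.43 to 1.25. The paper lists chi-miR-449a-5p and ssc-mir-7134-3p as DE with lesions, and here their adjusted p were 0.0645 and 0.118 over the 12 libraries. All 30 tested miRNAs of Table 2 with a fold change between lesions and seronegative animals, and all 6 between asymptomatic and seronegative animals, had the paper's direction in both sets.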

Other observations

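The lists of cell type markers held few tested members, and the leukocyte, erythroid and striated muscle lists had too few for camera. The epithelial, mesenchymal and miR-34 with miR-449 lists were not called by camera in the comparisons with seronegative animals. oar-miR-150, the only tested leukocyte member and enriched in lymphocytes, had a log2 fold change with lesions of -0.74 over the paper's 12 libraries (adjusted p = 0.132) and -1.48 over 15 (adjusted p = 0.0753); animal 7 had 12560 CPM of it, beside 1419 to 2762 in the 4 other seronegative animals and at most 2505 in any seropositive one. Animal 7 also had 14760 CPM of oar-miR-10b, beside 2082 to 3030 in those animals and at most 3140 in any seropositive one. Of the erythroid list 1 of 2 members, mmu-miR-144-3p, was higher in both seropositive groups over 12 libraries and 0 over 15. Its other member, mmu-miR-144-5p, was at 1.18 with lesions over 12 libraries (adjusted p = 0.374) and 1.36 over 15 (adjusted p = 0.682). Both members are listed at 0 in animals 7, 4 and 2P, so the fit over 15 libraries cannot tell whether a change holds in those animals. Of the epithelial list 1 of 5 was higher with lesions and 1 lower in asymptomatic animals over 12 libraries, and 1 and 0 over 15. Of the mesenchymal and smooth muscle list only oar-miR-143 of 4 rose with lesions, while oar-miR-199a-3p stood at -0.11 over 12 libraries and -0.04 over 15. Of the list of miR-34 and miR-449 1 of 3 was higher with lesions over 12 libraries (2 adjusted over the list alone) and 0 over 15, and fry called this list over 12 (adjusted p = 0.0228) and not over 15 (adjusted p = 0.542). All 3 members are listed at 0 in animals 7, 4 and 2P. None of the tested members of the striated muscle list (oar-miR-133, -0.37 with lesions over 12 libraries and 0.14 over 15) or of the liver and neural list was DE, and the endothelial list had no tested member.

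Of the miR-2284 and miR-2285 family of ruminants 1 of 6 was higher with lesions over both sets, bta-miR-2284o-nv1-5p, listed at 0 in all seronegative libraries. Of the 4 tested members of the miR-424 and miR-503 cluster none was DE with lesions, and oar-mir-322-3p stood at -2.70 over 12 libraries (adjusted p = 0.0565) and -2.52 over 15 (adjusted p = 0.298). Between lesions and asymptomatic animals camera called that cluster lower over 12 libraries (adjusted p = 0.0463, and adjusted p = 0.353 with an estimated correlation), with a median of -1.43, and not over 15 (adjusted p = 0.074, median -1.45). In the same comparison it called the miR-30 family lower (adjusted p = 0.017) and the miR-10, miR-99 and miR-125 families lower (adjusted p = 0.0169) over 12 libraries, and with an estimated correlation their adjusted p were 0.3 and 0.297; over 15 libraries they were 0.0188 and 0.00262, and 0.408 and 0.074 with an estimated correlation. Of the arms not in miRBase, 12 of 110 were higher and 10 lower with lesions than in seronegative animals over 12 libraries, and 4 of 101 and 1 over 15, where most of these arms are listed at 0 in animals 7, 4 and 2P. oar-mir-36-f-3p has the same mature sequence at its first and second locus on chromosome X, and the second alone, listed at 0 in all lesions libraries, was called lower than in seronegative animals over both sets (adjusted p = 0.0213 and 0.0314). The first locus has 61.7 CPM in lesions animal 7P, and with both loci joined as 1 miRNA, a fit chosen after seeing the values, the call ended: a log2 fold change of -4.97 over 12 libraries (standard error 1.99, adjusted p = 0.0779) and -4.75 over 15 (standard error 2.34, adjusted p = 0.197), with 1 animal with lesions above 0. In that fit 50 miRNAs were DE with lesions and 23 in asymptomatic animals over 12 libraries, and 28 and 0 over 15. In asymptomatic animals camera called the DLK1-DIO3 list lower than in seronegative animals over 15 libraries (adjusted p = 0.0177, and 0.972 with an estimated correlation), and not over 12 (median -0.72, adjusted p = 0.805). oar-miR-23a and oar-miR-23b had counts within 1.52% of each other in every library, so their reads are not told apart here and neither is reported.

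The test of a swap was chosen after the result was seen. A hypothesis from oar-miR-21, at 80070 CPM in seronegative animal 7 and 34460 in asymptomatic animal 4, is that these animals may have been swapped. Of 18 miRBase miRNAs DE between the groups without both animals, 13 put animal 7 nearer the asymptomatic mean and 15 put animal 4 nearer the seronegative mean. The bound set before these numbers were seen, more than 3 in 4 for each animal, was met by animal 4 and not by animal 7. Animal 7 also lies farther from the asymptomatic libraries (10) than any of them from its group (at most 8.46), so by that second bound, which was added after its values were seen, the tables argue against a swap of these animals as the whole explanation, while by the earlier bound alone it would stay open. Over miRBase miRNAs, the mean distance of animal 7 to the paper's libraries was 11.5 for seronegative, 10.3 for asymptomatic and 11.1 for lesions animals, and that of animal 4 was 6.72, 7.69 and 11.4. That of animal 2P was smallest to its own group, at 9.04, beside 10.9 to asymptomatic and 14.3 to seronegative animals.

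All animals with lesions and 4 of the 5 asymptomatic ones have names with P, and no sequenced seronegative animal has. The exception is asymptomatic animal 4, which the paper's 12 libraries leave out, so among these the letter coincides with seropositivity. What the letter stands for is not stated, so a difference between animals with and without it, such as origin or day of sampling, cannot be told apart from infection in the comparisons of the sequenced animals with seronegative ones. By mean distance over miRBase miRNAs, animal 4 lay nearer the seronegative libraries of the 12 (6.72) than the asymptomatic ones (7.69). Animal 7, also without P, lay nearer the asymptomatic ones (10.3, beside 11.5). Among the paper's RT-qPCR animals, which were not used here, all but animal 12 of the seronegative ones and all with lesions have names with P, and the paper gives p = 0.003 for oar-miR-21 and p = 0.004 for oar-miR-30c there, which bears on these miRNAs if the letter means the same in both sets. The sequenced lesions and asymptomatic animals are compared with the same sequenced seronegative animals, while the RT-qPCR animals are different ones.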
